# TERRA regulates DNA G-quadruplex formation and ATRX recruitment to chromatin

**DOI:** 10.1093/nar/gkac1114

**Published:** 2022-11-28

**Authors:** Ru-Xuan Tsai, Kuo-Chen Fang, Po-Cheng Yang, Yu-Hung Hsieh, I-Tien Chiang, Yunfei Chen, Hun-Goo Lee, Jeannie T Lee, Hsueh-Ping Catherine Chu

## Abstract

The genome consists of non-B-DNA structures such as G-quadruplexes (G4) that are involved in the regulation of genome stability and transcription. Telomeric-repeat containing RNA (TERRA) is capable of folding into G-quadruplex and interacting with chromatin remodeler ATRX. Here we show that TERRA modulates ATRX occupancy on repetitive sequences and over genes, and maintains DNA G-quadruplex structures at TERRA target and non-target sites in mouse embryonic stem cells. TERRA prevents ATRX from binding to subtelomeric regions and represses H3K9me3 formation. G4 ChIP-seq reveals that G4 abundance decreases at accessible chromatin regions, particularly at transcription start sites (TSS) after TERRA depletion; such G4 reduction at TSS is associated with elevated ATRX occupancy and differentially expressed genes. Loss of ATRX alleviates the effect of gene repression caused by TERRA depletion. Immunostaining analyses demonstrate that knockdown of TERRA diminishes DNA G4 signals, whereas silencing ATRX elevates G4 formation. Our results uncover an epigenetic regulation by TERRA that sequesters ATRX and preserves DNA G4 structures.

## INTRODUCTION

DNA forms G-quadruplex (G4) by stacked guanine tetrads held together through Hoogsteen hydrogen bonds (1). G4 DNA is a stable, non-B form DNA structure often carrying a consensus G_≥3_N_1–*x*_G_≥3_N_1–*x*_G_≥3_N_1–*x*_G_≥3_ motif (2,3). By computational analysis, G4 forming sequences have been predicted in genomic regulatory regions and telomeres (4,5). Experimental data show that G4 structures are enriched at active chromatin and nucleosome-depleted regions (6,7), with the most abundant at 1 kb upstream transcription start sites (TSS). Emerging evidence implicates that DNA G4s are associated with highly expressed genes (7,8) and interfering with G4 formation results in dysregulation of transcription (9–14). DNA G4 can be stabilized by several means, including binding to specific transcription factors (15,16) or association with an RNA strand that is forming an R-loop structure (17), which leads to a displaced strand that is rich in guanine sequence for G4 assembly. On the other hand, cellular RNAs contain G4-forming sequences and can fold into RNA G4 (RG4) *in vitro*, but observations of reverse transcription stop profiling combined with dimethyl sulfate treatment show that most endogenous RNAs are globally unfolded in eukaryotic cells (18), indicating that RNA harboring G-rich sequence may be bound by RNA binding proteins and unfolded in most of the cases *in vivo*.

TERRA is a large non-coding RNA that consists of UUAGGG repeats (19) and can fold into G4 structures *in vitro* (20–23) and *in vivo* (24). It is synthesized from subtelomeric regions toward telomeric ends (19,25). Owing to its preferential association with telomeres, the investigation into TERRA function has focused on telomeres (26–30). Through a genomic approach, TERRA is found to bind to chromatin outside of telomeres, and depletion of TERRA by antisense oligos (ASO) alters gene expression in mouse embryonic stem cells (ES) (31). Other studies also reported that introducing a synthetic TERRA RNA oligo (32) or suppressing TERRA transcription by tethering transcription repressors (33) to subtelomeric regions in human cells leads to changes in the transcriptome. These results suggest that TERRA may function as an epigenomic modulator, but the underlying mechanism is poorly understood.

Using iDRiP (identification of direct RNA interacting proteins) proteomic analysis, a large network of TERRA interacting proteins has been identified, including a chromatin remodeler—ATRX (31,34,35). TERRA binds to ATRX and competes with telomeric DNA for ATRX binding *in vitro* (31). TERRA counteracts ATRX for gene expression at several loci: whereas TERRA activates, ATRX represses gene expression (31) in mouse ES cells. Mutations on ATRX gene in humans cause ATRX syndrome (Alpha-thalassemia X-linked intellectual disability), displaying clinical features such as mental retardation, facial, skeletal, and urogenital abnormalities, as well as thalassemia (36). ATRX is able to recognize histone H3 lysine9 trimethylation (H3K9me3) (37,38) and maintains heterochromatin silencing by facilitating histone H3.3 recruitment and H3K9me3 formation (39). Biochemical analyses indicate that ATRX contains G4 DNA binding ability *in vitro* (40) and enables the unwinding of Hoogsteen hydrogen bonds within DNA triplex structures (34,41). Furthermore, loss of ATRX in mouse and human cells leads to accumulation of G4 structures *in vivo* (42,43), denoting a link between ATRX and G4 maintenance.

Here we investigate the function of TERRA RNA in modulating chromatin status on a genome-wide scale. Interestingly, we find that TERRA promotes G4 formation at transcription start sites (TSS), while it prevents ATRX from loading onto TSS and subtelomeric regions. Our data uncover the epigenetic regulation by TERRA, which works beyond telomere biology and regulates DNA G4 structures across the genome.

## MATERIALS AND METHODS

### LNA transfection

Mouse 16.7 embryonic stem cells (ESCs) were grown until 70% confluency and trypsinized. After removing feeder cells, ES cells were maintained on gelatinized dishes with feeder-conditioned medium. Followed by one passage after feeder removal, LNA transfection was performed using a mouse ES cell nucleofector kit (Lonza, Cat#VPH-1001). Cells were fed with fresh medium 3 h before transfection. A total of 3 × 10^6^ mESCs were transfected with LNA gapmer oligos at a concentration of 4 μM in 100 μl nucleofector solution using A-23 program. Cells were plated onto gelatinized 6-well plates with 2 ml of half feeder-conditioned medium (medium from feeders grown in mES medium for 12 h) and half fresh mESCs medium. Anti-sense TERRA (5′-TAACCCTAACCCTAAC-3′) and control (scramble) LNA (5′-CACGTCTATACACCAC-3′) gapmers were purchased from Qiagen with modified LNA bases and phosphothiolated backbone modification.

### Chromatin immunoprecipitation sequencing (ChIP-seq)

6.5 × 10^6^ cells were fixed in ES medium containing 1% (v/v) formaldehyde for 5 min at room temperature (RT). The reaction was quenched by adding 1/10 volume of 1.25 M glycine and incubated at RT for 5 min. Cells were washed with ice-cold PBS and lysed in 0.5 ml Buffer 1 (50 mM HEPES, 150 mM NaCl, 1 mM EDTA (pH 8.0), 0.5% NP-40, 0.25% Triton X-100) supplemented with 2× complete EDTA-free Protease Inhibitor Cocktails (PIC, Roche, Cat#04693132001), and incubated for 10 min with rotation at 4°C. Cells were pelleted by centrifugation at 21,100 *g* for 10 min at 4°C, resuspended in Buffer 2 (200 mM NaCl, 5 mM EDTA, 2.5 mM EGTA, 10 mM Tris pH 8.0) supplemented with 2× PIC, and rotated at 4°C for 10 min. After centrifugation, cells were resuspended in Buffer 3 (5 mM EDTA, 2.5 mM EGTA, 10 mM Tris pH 8.0, and freshly added 2× PIC), mixing on a rotator for 10 min at 4°C. 30 μl of 10% *N*-lauroylsarcosine was added to lysates and incubated on a rotator for 10 min at 4°C. For sonication, 130 μl of samples were loaded into Covaris microtube (6 × 16 mm), using the program with 12-height-level for water-bath, at 4–7°C, 5% duty cycle, intensity 4 and 200 bursts per cycle for 10 min. After sonication, the insoluble material was removed by centrifugation at 4°C. The fragmented DNA size is around 200–500 bp for ATRX and H3K9me3 ChIP-seq. For immunoprecipitation, an equal volume of 2× IP buffer (2% Triton X-100, 300 mM NaCl, 30 mM Tris–HCl pH 6.8, 1× PIC) was added into chromatin lysates containing 5 μg chromatin, and incubated with 2 μg of antibodies at 4°C overnight on a rotator. 20 μl of Protein G beads (washed with Buffer 1 twice and resuspended in Buffer 1) were added into lysates and then rotated at 4°C for 2 h. Beads were washed with RIPA-I buffer (50 mM HEPES, 10 mM EDTA (pH 8.0), 0.5% Sodium Deoxycholate, 0.5% NP40 and 500 mM NaCl) 3 times and RIPA-II (50 mM HEPES, 10 mM EDTA, 0.5% sodium deoxycholate, 0.5% NP-40 and 50 mM NaCl) 3 times, 5 min each at 4°C with rotation. Beads were resuspended in 100 μl TES buffer (10 mM EDTA, 1% SDS, and 50 mM Tris pH 8.0) at 65°C for 15 min for elution. 1 μl of 20 mg/ml RNase A was added to each sample and incubated at 37°C for 20 min. Samples were further incubated with 5 μl of 20 mg/ml Proteinase K at 55°C overnight. After reverse crosslinking, DNA was purified using a Plus DNA Clean / Extraction Kit. Antibodies against IgG (Cell Signaling, Cat#2729S), ATRX (Santa Cruz, Cat#sc-15408), and H3K9me3 (Abcam, Cat#8898) were used. For G4 ChIP, most steps were the same as the ChIP protocol described above. Few steps were modified: Cells were resuspended in Buffer 1 for 30 min at 4°C. The sonication time was extended to 20 min to reach the fragmentation size below 250 bp. RIPA-I buffer(50 mM HEPES, 10 mM EDTA (pH 8.0), 0.5% Sodium Deoxycholate, 0.5% NP40 and 500 mM LiCl). RIPA-II (50 mM HEPES, 10 mM EDTA, 0.5% Sodium Deoxycholate, 0.5% NP-40 and 50 mM LiCl). BG4 (Absolute antibody, #Ab00174-1.1) antibody was used. Eluted DNA was subjected to library construction using NEBNext Ultra II DNA Library Prep kit (NEB, Cat#E7645S) for Illumina. Paired-end 150bp reads were obtained by Illumina HiSeq 4000 or NovaSeq systems.

### Data analysis

ChIP-seq and ATAC-seq raw FASTQ reads were trimmed by Trim-galore (v0.5.0) (https://github.com/FelixKrueger/TrimGalore) with parameters: –illumina –fastq -q 30. Reads containing telomeric repeats (Supplementary Figure S1C) were counted by BBDuk (v38.23) (https://jgi.doe.gov/data-and-tools/bbtools/bb-tools-user-guide/) with parameters: K = 24, literal=TTAGGGTTAGGGTTAGGGTTAGGG. Trimmed reads were aligned to GRCm38/mm10 reference genome using bowtie2 aligner (v2.3.4.1) (44) with the default setting. Repeat Enrichment Estimator (45) was utilized to analyze the enrichment of repetitive elements in ATRX and H3K9me3 ChIP-seq data. BAM files were sorted and deduplicated with SAMTools (v1.9) (46). Enriched peaks were determined using MACS1.4 or MACS2 (v2.1.2) (47) (https://github.com/macs3-project/MACS) with cutoff values: –pvalue 0.01. ATAC-seq peaks were called using MACS2 with -*P-*value < 0.01 cutoff, and without input treatment normalizing (exclude parameter -t option). Peak bed files and wig files generated from MACS1.4 were used for CEAS (Cis-regulatory Element Annotation System, v1.0.2) (48) analysis to assess ChIP enrichment on genomic features such as specific chromosome, promoter, gene body, exon, intron, and intergenic regions. Bedtools intersect (v2.3.0) (49) was used to determine overlapping regions of two interested data. ATRX binding sites within subtelomeric genes were generated from the overlapping regions of ATRX peaks called by MACS1.4 in TERRA KD mESCs and the bed file of subtelomeric transcripts. Active transcription starting sites were obtained from H3K4me3 peaks called by MACS2. ATRX peaks on active TSS regions in TERRA KD mESCs (Figure 6D) were defined by the common regions of ATRX peaks and H3K4me3-enriched TSS. G4 peaks on open-chromatin regions used in Supplementary Figure S4B were generated using common peaks of scramble KD and TERRA KD ATAC-seq called by MACS2 and scramble KD G4 peaks called by MACS1.4. Bedtools fastaFromBed (v2.3.0) (49) converted a region to fasta information for motif sequence analysis, which was conducted using MEME Suite (v5.3.2) (50). Bigwig files were generated using DeepTools (v3.1.1) (51) bamCoverage. Normalized bigwig files and bedgraph files were normalized to inputs by DeepTools (v3.1.1) (51) bamCompare with parameters: –operation subtract, –centerReads, –normalizeUsing CPM, –scaleFactorsMethod None. ATAC-seq coverage was generated by DeepTools (v3.1.1) (51) bamCoverage. Coverages were visualized in Integrative Genomics Viewer (v2.10.3) (52). For all genomic views in the figures, the coverages of ATRX, H3K9me3, and G4 ChIP-seq data were normalized with input files and total mapped reads, with the exception in Figure 3E, in which G4 ChIP and input files were only normalized with total mapped reads. Normalized bedgraph files were used to plot metagene profiles by HomerTools (v4.1) (53), and few outliers with extremely high density were removed in the analysis of G4 coverage at TERRA binding sites. HomerTools annotatePeaks.pl was used to identify associated gene ID, gene name, and feature of ChIP-enriched peaks.

Gene ontology analysis of ATRX peaks on promoter regions in TERRA KD or scramble KD was performed using DAVID Bioinformatics Resources (54,55). Bigwig files normalized to input files using log2 ratio were applied to heatmap plots, which were generated by DeepTools (v3.1.1) (51) computeMatrix and plotHeatmap.

Heatmap clusters were grouped by *k*-means algorithm. Significant correlation between two heatmap clusters was calculated based on the cumulative distribution function (CDF) of the hypergeometric distribution (https://systems.crump.ucla.edu/hypergeometric/); Analyses of over or under enrichment by hypergeometric distribution for ATRX clusters and G4 clusters with parameters: population size (*N*): total number of genes in all clusters, number of successes in the population (*M*): number of genes in a G4 cluster, sample size (s): number of genes in an ATRX cluster, number of successes (*k*): number of genes presented in both G4 cluster and ATRX cluster. Analyses of ATRX or G4 clusters compared to TERRA-regulated genes (DEGs) were performed with parameters: population size (N): total number of genes in all ATRX or G4 clusters, number of successes in the population (*M*): number of TERRA KD upregulated or downregulated genes, sample size (*s*): number of genes in an ATRX or G4 cluster, number of successes (*k*): number of TERRA KD upregulated or downregulated genes in an ATRX or G4 cluster.

TERRA KD RNA-seq analysis was performed as described previously (31). Differentially expressed genes were identified by *P* values <0.05 using DESeq2 (56).

### ATAC-seq

ATAC-seq was performed using the ATAC-seq kit (Active Motif, Cat#53150) according to the manufacturer's instructions. For each ATAC-seq reaction, 5 }{}$ \times$ 10^4^ to 1 }{}$ \times$ 10^5^ cells were used in the following procedures. Cells were trypsinized, harvested, and washed with 100 μl of ice-cold PBS, and centrifuged at 500 *g* for 5 min at 4°C. The supernatant was removed and cell pellets were resuspended in 100 μl of ice-cold ATAC lysis Buffer. Cell pellets were fully resuspended by pipetting, and samples were spun at 500 *g* for 10 min at 4°C. 50 μl of Tagmentation Master Mix was added into the cell lysates (25 μl of 2× tagmentation buffer, 2 μl of 10× PBS, 0.5 μl of 0.5% digitonin, 0.5 μl of 10% Tween 20, 12 μl of high purity water and 10 μl of assemble transposons). Tagmentation reaction was carried out at 37°C for 30 min. 250 μl of DNA purification binding buffer and 5 μl of 3 M sodium acetate were added to each sample. DNA was purified using DNA purification columns. For the ATAC-seq library construction, dual indexes were used for the amplification step. Tagmented DNA was mixed with PCR mixture (33.5 μl of Tagmented DNA, 2.5 μl of i7 Indexed Primer (25 μM), 2.5 μl of i5 Indexed Primer (25 μM), 1 μl of dNTPs (10 mM), 10 μl of 5× Q5 Reaction Buffer, 0.5 μl of Q5 Polymerase (2 U/μl)), and PCR reaction was carried out in thermocycler with the following program: 72°C for 5 min, 98°C for 30 min; 10 cycles of 98°C for 10 s, 63°C for 30 s and 72°C for 1 min; finally, hold at 10°C. After amplification, DNA was size-selected by SPRI beads.

### ATRX knockdown

Mouse ES cells were transfected with siRNA using Lipofectamine RNAiMax. 5 × 10^4^ ES cells were transfected with 20 nM of siRNA for 48 h in feeder-cultured conditions, and the siRNA-contained medium was renewed after 24 h of transfection. The transfected ES cells were collected after removing MEF feeders. Two siRNAs (Thermo Fisher Scientific, Silencer^®^ Select, Cat#s76136, and Cat#s76137) against ATRX and one control siRNA (Thermo Fisher Scientific, Silencer^®^ Select, Cat#4390843) were used. For double knockdown of ATRX and TERRA, mouse ES cells were transfected with siATRX or control siRNA using Lipofectamine RNAiMax in the feeder-cultured condition for 36 h, and then feeders were removed. After culturing in the feeder-free condition (supplied with feeder-conditioned medium) for 12 h, cells were transfected with antisense TERRA LNA oligos or control LNA oligos in combination of siRNAs using nucleofection. Cells were collected after 12 h for RNA extraction.

### G4 ligand treatment

Mouse ES cells were grown until 70% confluency with MEF feeder cells, trypsinized, and then MEFs were removed. ES cells were cultured in the feeder-conditioned medium and plated onto gelatinized plates for 12 h. To induce G-quadruplex formation, cells were washed with DPBS (Gibco, Cat#14190-136) and treated with 0.4 μM of CX-5461 (AbMole, Cat#M2293) in the feeder-conditioned medium for 4 h.

### ChIP quantitative real-time PCR

Quantitative PCR was performed using iQ SYBR Green Supermix (Bio-Rad, Cat#1708882). ChIP-qPCR condition for telomeric repeat DNA: a cycle of 95°C for 3 min, followed by 40 cycles of 95°C for 15 s and 55°C for 2 min. ChIP-qPCR condition for rDNA: a cycle of 95°C for 3 min, followed by 40 cycles of 95°C for 10 s and 58°C for 1 min. (Telomeric repeat Forward 5′-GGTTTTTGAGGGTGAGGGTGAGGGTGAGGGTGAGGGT-3′, Reverse 5′-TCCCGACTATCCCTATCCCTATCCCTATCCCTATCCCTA-3′), (18S Forward 5′-TAGAGGGACAAGTGGCGTTCAG-3′, Reverse-5′-ATCCAATCGGTAGTAGCGACGG-3′), (Core Forward 5′-AGTTGTTCCTTTGAGGTCCGGT-3′, Reverse-5′-CAGCCTTAAATCGAAAGGGTCT-3′), (Pro Forward 5′-AGATAGGTACTGACACGCTGTCC-3′, Reverse-5′-ACAGCTTCAGGCACCGCGAC-3′), (ETS Forward 5′-CCAAGTGTTCATGCCACGTG-3′, Reverse-5′-CGAGCGACTGCCACAAAAA-3′), (ITS Forward 5′-CCGGCTTGCCCGATTT-3′, Reverse-5′-GCCAGCAGGAACGAAACG-3′), (28S Forward 5′-CAGGAGGTGTCAGAAAAGTTACCAC-3′, Reverse-5′-CGTTCAGTCATAATCCCACAGATGG-3′), (T6-T8 Forward 5′-CCTTTACTCTTCCCCACAGCGATTC-3′, Reverse-5′-CGGGACACTTTCGGACATCTGG-3′).

### Northern blot

Oligo probes were end-labeled using T4 polynucleotide kinase. RNA was extracted using TRIzol followed by acid phenol extraction. Total RNA (5 μg) was loaded in each lane. Hybridization was carried out at 42°C overnight using Church buffer and washed at 42°C three times with 2× SSC buffer (2× SSC, 0.5% SDS). GAPDH probe: 5′-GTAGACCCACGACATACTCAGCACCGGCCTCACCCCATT-3′. TERRA probe: 5′-(TAACCC)_5_–3′.

### Statistical analysis

Statistical parameters including the exact value of n, median (m), standard deviation (SD), standard errors (S.E.), Pearson's *R* correlation test, Student's *t* test, Mann–Whitney *U* test, Wilcoxon paired signed-rank test, Kolmogorov–Smirnov test, hypergeometric distribution test, and statistical significance were reported in the Figures and the Figure legends.

### ES cell culture

Mouse 16.7 (cas/mus hybrid, 40, XX, RRID:CVCL_A6UI) (57) embryonic stem cells (ESCs) were all tested and confirmed that they were free from mycoplasma contamination. Mouse ESCs were cultured in ES medium (500 ml DMEM with the addition of 1 ml of β-mercaptoethanol, 6 ml of MEM NEAA, 90 ml of FBS, and 500 μl of LIF) on feeders. Feeders were prepared from primary mouse embryonic fibroblasts treated with 5 μg/ml mitomycin C for 2 h to arrest the cell cycle.

## TERRA RNA-FISH

Cells were cytospun and air dried. Cells were washed with ice-cold PBS and treated with CSKT buffer (10 mM PIPES, pH6.8, 100 mM NaCl, 3 mM MgCl_2_, 0.3 M Sucrose, 0.5% Triton X-100, adjust pH to 6.8) for 2 min at 4°C, fixed in 4% paraformaldehyde for 10 min at RT, stored in 70% ethanol at -20°C. Before hybridization, cells were washed twice with 1× PBS for 5 min at 4°C, subsequently dehydrated in 70%, 80%, 90% and 100% of ethanol for 2 min at room temperature, and then air-dried. The probes (TERRA, (TAACCC)7-Alexa488-3′) were diluted in hybridization buffer (2× SSC, 2 mg/ml BSA, 10% dextran sulfate, and 50% formamide) at the final concentration of 0.5 pmol/ml and denatured at 80°C for 5 min and 37°C for 10 min. Cells were incubated with probes at 42°C overnight. After incubation, slides were washed with 2× SSC / 50% formamide twice and 2× SSC three times, 5 min each at 44°C. Cells were mounted with ProLong Gold Antifade solution with DAPI and stored at 4°C, protected from light. All buffers were prepared using DEPC-treated water.

### DNA G4 immunostaining and quantification

ES cells were cytospun onto slides, CSKT treated, fixed in 4% paraformaldehyde, and stored in 70% EtOH at –20°C as described above. Cells were dehydrated in 70%, 80%, 90% and 100% of ethanol for 2 min at room temperature, and then air-dried. Cells were incubated with 400 μg/ml of RNase A at 37°C for 20 min, and washed twice with 1× PBS for 5 min at room temperature. Cells were incubated with blocking solution (1% BSA/PBS with 1 mM EDTA, pH 8.0) at RT for 30 min. Following blocking, cells were incubated with primary antibodies (BG4, Absolute antibody, Cat#Ab00174-1.1, 1: 200 dilution) in blocking solution at RT for 2 h. After incubation, slides were washed with 0.2% PBST (0.2% Tween-20 in 1× PBS) three times, 5 min each. Cells were incubated with secondary antibodies in blocking solution at RT for 1 h and then washed by 0.2% PBST three times, 5 min each. Cells were mounted with ProLong Gold Antifade solution with DAPI and stored at 4°C, protected from light. For BG4-Flag immunostaining, the steps were the same described above except for the antibody incubation. Slides were incubated with BG4-Flag antibody (Merck Millipore, Cat#MABE917, 1:200 dilution) for 2 h at room temperature and washed three times with 0.2% PBST at room temperature. Slides were incubated with rabbit anti-Flag antibody (Merck Millipore, Cat#F7425, 1:100 dilution) incubation for 2 h at room temperature. G4 staining for TERRA KD and CX-5461 experiments used BG4 antibodies. G4 staining for ATRX KD experiments used either BG4-Flag or BG4 antibodies. Similar results were obtained using BG4-Flag or BG4 antibodies. For quantification of fluorescent intensity, 3D images were taken using an Olympus IX83 microscope and Hamamatsu C13440 digital camera. All images in the same experiments were captured with the same exposure time. 3D images were projected to 2D using the maxima intensity projection function, and G4 intensity within nuclei selected by DAPI staining was calculated using CellSens (Olympus) software. Statistical significance determined by the Mann–Whitney test was analyzed by GraphPad Prism.

### RT-qPCR

Total RNA from knockdown samples was extracted using TRIzol^®^ Reagent according to the manufacturer's instruction. cDNA was synthesized by SuperScript IV reverse transcriptase (Thermo Fisher) using 1 μg of RNA. Primers for quantitative PCR: ATRX Forward 5′-TTTCCTGTCTCCTGGCACTA-3′, Reverse 5′-GGGTGTGAGCCTAAAAACCA; Nfe2l2 Forward 5′-ATGGACTTGGAGTTGCCACC-3′, Reverse 5′-CCTGTTCCTTCTGGAGTTGCT; Shroom4 Forward 5′-GTCCCCTTTGCACAACAACC, Reverse 5′-CTCGGTTTGGGTGTCCATCA; Gm32856 Forward 5′-GGATTCACGTCAGCACTCACC-3′, Reverse 5′-ATCAGAAGCAGCCAGGGAACT; Erdr1 Forward 5′-CACAGTGATGTCACCCACGA-3′, Reverse 5′-GTGAGAATCGCTCCGTCCTG-3′; Smg7 Forward 5′-GTCCCAGATGAGGACCGAAA-3′, Reverse 5′-CGATTCTTGGCTTGGCCTTG-3′; Itpr3 Forward 5′-AGCCAAGCAGACTAAACAGGAC, Reverse 5′-GCCGCTTGTTCACAGTTAAGTA-3′.

### Nuclear fractionation

The pellet containing 2 × 10^6^ mES cells was resuspended in 1 ml Buffer A (10 mM HEPES, 5 mM MgCl_2_, and 0.25 M sucrose with freshly added 0.5 mM DTT, 0.2 mM PMSF and 2× protease inhibitors). The cells were centrifuged at 2500 *g* at 4°C for 5 min and the supernatant was removed. The cell pellet was resuspended in 250 μl Buffer A containing 0.2% NP40 and lysed on ice for 5 min, and centrifuged at 2500 *g* at 4°C for 5 min. The supernatant (cytosolic fraction) was collected and the pellet was washed with 400 μl Buffer A without detergent. The cells were centrifuged at 2500 x g at 4°C for 5 min and the supernatant was discarded. The nuclear pellet was resuspended in 160 μl Buffer B (10 mM HEPES, 0.1 mM EDTA, 1.5 mM MgCl_2_, 300 mM NaCl and 25% glycerol) and incubated on ice for 30 min, and then centrifuged at 18 000 *g* at 4°C for 20 min. The supernatant was collected (nuclear soluble). The pellet was resuspended in 50 μl Benzonase Buffer (25 mM Tris–HCl pH 7.5, 20 mM NaCl, 10% glycerol and 0.4 μl Benzonase), incubated on ice for 60 min, and 50 μl of 2 M KCl with 0.4 mM EDTA was added (final concentration reached to 1 M KCl) and incubated on ice for 10 min (chromatin bound). To reduce the salt concentration, 400 μl of 2× sample buffer was added to chromatin bound samples. 5% of each fraction was loaded for western blotting analysis.

### Western blotting analysis

ES cells were lysed in 2× sample buffer (0.1 M Tris pH 6.8, 2% SDS, 20% glycerol, 0.2 M DTT and 0.017% bromophenol Blue) supplemented with 2× protease inhibitor cocktails for 10 min on ice and heated at 95°C for 5 min. Samples were stored at -30°C or used directly. Antibodies: ATRX (mouse monoclonal), Santa Cruz, Cat#sc-55584, 1:2000 dilution. α1c Tubulin (mouse monoclonal), Santa Cruz, Cat#sc-134239, 1: 2000 dilution. ATRX (polyclonal), MyBioSource MBS7045314, 1:2000 dilution. H3 (rabbit monoclonal), abcam, Cat#ab-1791, 1:8000 dilution. GAPDH (mouse monoclonal), abcam, Cat#ab-8245, 1:5000 dilution.

## RESULTS

### TERRA regulates ATRX binding on chromatin

TERRA depletion leads to dysregulation of ATRX localization in mouse ES cells shown in the immunostaining study (31). 

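ATRX ChIP-seq was made from 2 scramble KD and 2 TERRA KD cultures, collected 12 h after delivery of the LNA gapmers at 4 µM, with input chromatin sequenced beside each. After removal of duplicates, scramble KD replicates 1 and 2 held 6606064 and 15506154 ChIP tags and TERRA KD replicates 1 and 2 held 4104486 and 14878010. The input libraries held 3366921 and 19735093 tags for scramble KD and 3374834 and 28622103 for TERRA KD. The authors called peaks in each library against its input with MACS version 1.4.3 at a p of 0.01 on GRCm38/mm10. Such a list says where the enrichment over input passed that threshold and holds no coverage in between, so the quantities compared here are numbers, positions and shares of peaks, and a site without a listed peak can still carry reads. The ATRX peaks had a median length of 432 to 559 bp and a median of 5 to 10 tags per peak, so that most of them rest on few reads. The deposited lists give a false discovery rate, from peaks called with ChIP and input exchanged. It was at most 5% for 0% of the ATRX peaks in both scramble KD lists. In TERRA KD it was so for 5.00% of the peaks in replicate 1 and 99.9% in replicate 2. TERRA KD was set against scramble KD within each replicate number, and over the 4 samples with an exact permutation test, two-sided, whose smallest possible p is 0.333 for 2 samples against 2.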

To elucidate how TERRA modulates ATRX distribution on a genome-wide scale, we performed ATRX ChIP-seq (chromatin immunoprecipitation sequencing) after TERRA depletion for 12 h in mouse ES cells. TERRA was depleted using antisense oligonucleotides (ASO) with locked nucleic acids (LNA) chemistry and a gapmer design to enable RNase-H mediated degradation of TERRA RNA *in vivo*. ASO transfection resulted in the downregulation of TERRA transcripts determined by Northern blotting and RNA FISH (Figure 1A, Supplementary Figure S1A). The amount of total ATRX protein was not altered after TERRA depletion, but ATRX in the chromatin bound fraction was increased (Supplementary Figure S1B). ChIP-qPCR for ATRX abundance on telomeric repeats was significantly increased (Figure 1B) after TERRA knockdown. Consistent with the qPCR result, ATRX ChIP-seq data reported that the number of the read counts containing telomeric repeats was higher in TERRA knockdown (KD) compared to the control (scramble KD) (Supplementary Figure S1C). ChIP-seq data were reproduced with a high correlation between two biological replicates (Supplementary Figure S1D). 

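Counted in 2630 stretches of 1 Mb, the number of ATRX peaks per stretch gave a Pearson's r of 0.525 between the scramble KD replicates and of 0.700 between the TERRA KD replicates. Between conditions, r was 0.559 within replicate 1 and 0.424 within replicate 2. Stretches of a genome are not independent replicates, and no p is attached to these correlations, which are over peaks and not over read coverage. Peak by peak, 385 peaks of scramble KD replicate 1 (5.26%) overlapped a peak of scramble KD replicate 2, where random placement gave 0.788%. In TERRA KD, 2513 peaks of replicate 1 (6.07%) overlapped a peak of replicate 2, where random placement gave 1.15%. Each overlap had a random-placement p of 0.001, one-sided, the smallest that 1000 placements can give.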

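The ATRX lists held 7321 and 13652 peaks in scramble KD replicates 1 and 2, and 41384 and 21718 in TERRA KD replicates 1 and 2. The log2 ratio of TERRA KD to scramble KD was 2.50 in replicate 1 and 0.67 in replicate 2, with a mean of 1.58 (exact permutation p 0.333). Both TERRA KD lists were longer than both scramble KD lists, although the replicates of a condition also differed from each other. The alternative that moved this ratio most kept only peaks with a -log10 p of at least 5, which left 178 and 185 peaks in scramble KD and 3159 and 519 in TERRA KD, a mean log2 ratio of 2.82. Few peaks were common to the conditions. In replicate 1, 1279 scramble KD peaks (17.5%) overlapped a TERRA KD peak, and in replicate 2, 620 did (4.54%), against 1.95% and 1.48% when the peaks were placed at random on their chromosomes. Of the few scramble KD peaks with a -log10 p of at least 5, 94.9% and 53.5% overlapped a TERRA KD peak that also passed this cutoff. The peaks found only in TERRA KD numbered 40095 and 21091, and those found only in scramble KD 6042 and 13032.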

Remarkably, the total number of ATRX peaks was higher in TERRA knockdown cells in comparison to the control (Figure 1C), indicating that TERRA impacts ATRX recruitment on chromatin. Moreover, metagene profiles demonstrated that ATRX occupancy was elevated at TERRA binding sites (31) (Figure 1D) and the telomeric repeat motif upon TERRA depletion (Supplementary Figure S1E), supporting the idea that TERRA prevents ATRX from binding on telomeric repeat sequences and TERRA target sites.

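The sequence of GRCm38 holds 362 tracts of at least 4 TTAGGG copies in a row on either strand, of which those at the ends of 19 chromosomes are terminal. An ATRX peak overlapped 202 and 179 of the 362 tracts in scramble KD replicates 1 and 2 (55.8% and 49.4%), and 275 and 193 in TERRA KD (76.0% and 53.3%). The rise was 20.2 percentage points in replicate 1 and 3.87 in replicate 2, on average 12.0 (exact permutation p 0.667), and the rise in replicate 2 was smaller than the gap between the scramble KD replicates. Peaks of -log10 p at least 5 moved this result most: they lay on 28.5% and 30.7% of the tracts in scramble KD, and the rise was 40.3 and 8.01 points in replicates 1 and 2, on average 24.2 (exact permutation p 0.333), larger in both than the gap between the scramble KD replicates. The mean rise was 9.25 points with the same number of top-ranked peaks, and 4.60 points over the 1729 tracts of at least 2 copies. No ATRX peak of any list lay on a terminal tract, where the assembly holds little sequence, so telomeres themselves are not measured by these lists. Sites bound by TERRA were not analysed here. The paper reports more ATRX on telomeric repeats by ChIP-qPCR and by counts of reads that hold them. From these and from metagene profiles at the sites TERRA binds and at the telomeric motif, it reasons that TERRA keeps ATRX away from both.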

**Figure 1.**
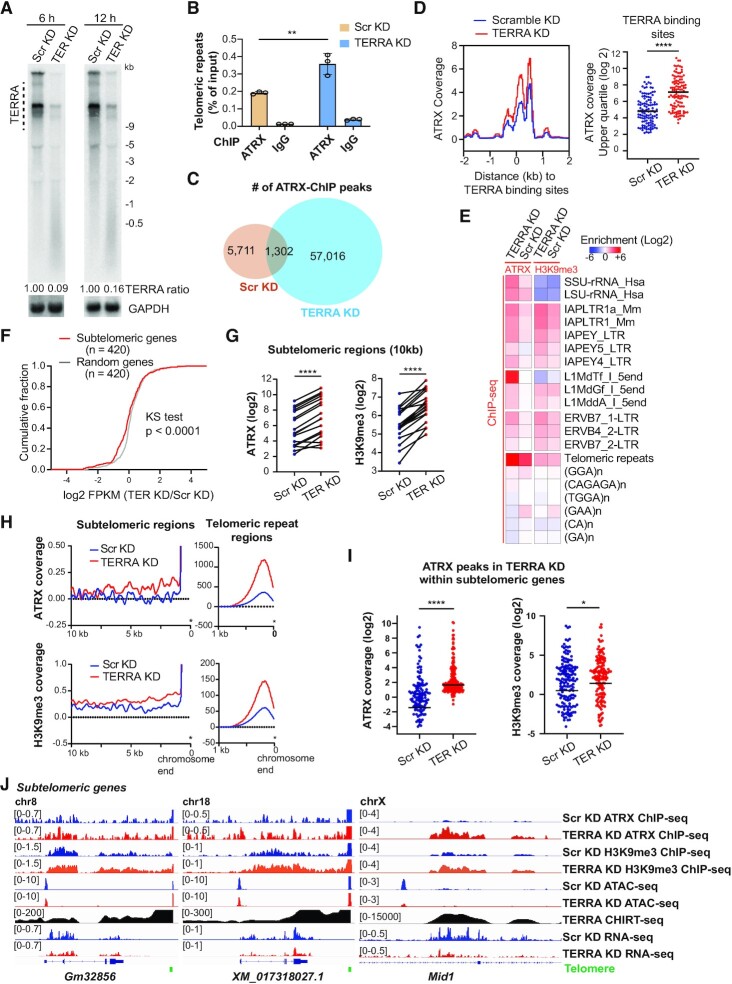
Loss of TERRA promotes ATRX binding to subtelomeric regions, repetitive sequences, and TERRA target sites in mES cells. (**A**) Northern blot analysis for TERRA in mouse ES cells after scramble knockdown (Scr KD) or TERRA KD by ASOs transfection for 6 hrs or 12 hrs. GAPDH, loading control. (**B**) ChIP-qPCR analysis showing the occupancies of ATRX on telomeric repeats after TERRA depletion for 12 hrs in mouse ES cells. Bars, mean ± SD. ** *P* < 0.01, Student's t-test. (**C**) Venn diagram showing the number of intersected peaks for ATRX ChIP-seq between Scr KD and TERRA KD cells. (**D**) TERRA depletion increases ATRX occupancy at TERRA binding sites. Metagene profile (left) of ATRX coverage at TERRA binding sites upon TERRA depletion. Dot plot (right) of ATRX coverages (upper quartile) at TERRA binding sites obtained from TERRA CHIRT-seq. Bars, mean. **** *P* < 0.0001, by Wilcoxon paired signed-rank test. (**E**) Log_2_ fold change (normalized to input) represents the enrichment of ATRX and H3K9me3 on repetitive sequences. (**F**) Cumulative fraction plots for subtelomeric genes (n = 420) and random genes (n = 420) showing log2 fold changes of FPKM (TERRA KD/Scr KD) from RNA-seq data after TERRA KD for 12 h. *P* value, Kolmogorov–Smirnov (KS) test. (**G**) Dot plots showing ATRX and H3K9me3 coverages in subtelomeric regions (10 kb from the pure telomeric sequences at the end of each chromosome). Lines connect the same chromosome ends in Scr and TERRA KD. **** *P* < 0.0001, by Wilcoxon paired signed-rank test. (**H**) Metagene analyses of ATRX and H3K9me3 in subtelomeric regions that are 10 kb away from the end of chromosomes (left). The signals from the pure telomeric tracks at the end of chromosomes (right). (**I**) Dot plots showing ATRX and H3K9me3 coverages on ATRX binding sites within subtelomeric genes. ATRX binding sites were selected from TERRA knockdown cells. Bars, mean. **** *P* < 0.0001, * *P* < 0.05 by Wilcoxon paired signed-rank test. (**J**) Genomic tracks showing increased ATRX and H3K9me3 occupancies on subtelomeric genes after TERRA depletion. ATRX and H3K9me3 coverage files were normalized with the input and total mapped reads. ATAC-seq and RNA-seq displaying chromatin accessibility and gene expression respectively. TERRA CHIRT-seq representing the TERRA binding sites.

### TERRA depletion results in dysregulation of ATRX occupancy on repetitive sequences

Owing to ATRX preferentially binding on heterochromatin and repetitive sequences (40), we assessed repeat-containing reads of ATRX ChIP-seq data using Repeat Enrichment Estimator (45). The result revealed that TERRA depletion exhibited an increase in ATRX occupancy on rDNA repeats (SSU-rRNA and LSU-rRNA), intracisternal A particle (IAP) retrotransposons, long interspersed nuclear element-1 (LINE-1 transposable elements/L1), and betaretroviral ERV elements (ERVB) (Figure 1E). In agreement with ATRX ChIP-seq, qPCR data showed an elevated enrichment of ATRX at rDNA loci including the regions of the core and 18S in TERRA KD cells compared to scramble KD cells (Supplementary Figure S1F). We also conducted H3K9me3 ChIP-seq upon TERRA depletion. 

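H3K9me3 ChIP-seq was made from the same 4 kinds of culture and called against the same inputs as ATRX. Its libraries held 12090614 and 5942692 tags for scramble KD replicates 1 and 2 and 13898785 and 5435286 for TERRA KD, and gave 26414 and 76213 scramble KD peaks and 25490 and 74925 TERRA KD peaks. The log2 ratio of TERRA KD to scramble KD was −0.05 and −0.02 in replicates 1 and 2, on average −0.04 (exact permutation p 0.667). Among peaks with a -log10 p of at least 5, the numbers were 10651 and 6840 in scramble KD and 10993 and 12458 in TERRA KD, and the mean log2 ratio was 0.46. The replicates differed more than the conditions: the median peak was 2404 bp long in scramble KD replicate 1 and 491 bp in replicate 2, and 3119.5 bp and 515 bp in TERRA KD. The peaks covered 3.23% and 1.68% of the sequenced genome in scramble KD replicates 1 and 2, and 4.05% and 1.86% in TERRA KD. The covered share was thus higher in TERRA KD in both replicates, although the number of peaks was slightly lower. Of the scramble KD peaks, 20065 in replicate 1 (76.0%) and 27864 in replicate 2 (36.6%) overlapped a TERRA KD peak.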

Correspondingly, the abundance of H3K9me3 on IAP and ERVB was also increased in TERRA KD cells (Figure 1E). The data indicate that TERRA regulates ATRX loading and H3K9me3 formation on a subset of repetitive sequences.

### TERRA prevents ATRX recruitment and trimethylation of histone H3K9 in subtelomeric regions

Analyses of RNA-seq data demonstrated that TERRA depletion altered gene expression in mouse ES cells (31), particularly in genes with TERRA target sites and near the end of chromosomes. The cumulative distribution plot showed a subtle left shift of the curve for subtelomeric genes to the downregulation side after TERRA depletion, in comparison to the same number of random genes selected from mouse ES cells (Figure 1F), indicating that subtelomeric genes tend to be suppressed after TERRA depletion. Analyses of the subtelomeric regions, which locate within 10 kb from the end of each chromosome, revealed that TERRA depletion increased the ATRX and H3K9me3 occupancy at nearly all chromosome ends (Figure 1G and H, Supplementary Figure S1G). 

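The distal ends of the GRCm38 chromosomes are gaps of at least 100000 bp without sequence, so the distance was taken inward from the terminal telomeric tract, or from the last sequenced base where there is none. Within 10 kb of that point, over all chromosomes, lay 4 and 5 ATRX peaks in scramble KD replicates 1 and 2, and 24 and 2 in TERRA KD. As a share of each list, the log2 ratio of TERRA KD to scramble KD was 0.09 in replicate 1 and −1.99 in replicate 2. H3K9me3 peaks in the same stretches numbered 14 and 42 in scramble KD and 15 and 43 in TERRA KD, log2 ratios of their shares of 0.15 and 0.06 (exact permutation p 0.333). At 2 to 43 peaks over all chromosome ends, these lists cannot show a difference at a single end.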

We further assessed ATRX and H3K9me3 enrichments on 20 subtelomeric transcripts that are transcribed from the end of each chromosome. Dot plots and metagene profiles displayed that the increased abundance of ATRX was accompanied with elevated H3K9 trimethylation in the subtelomeric genes in TERRA KD cells (Figure 1I, Supplementary Figure S1H). 

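Within 100 kb of the distal ends lay 40 and 46 ATRX peaks in scramble KD replicates 1 and 2, and 189 and 57 in TERRA KD. Over all chromosomes their number rose by less than the whole list did: their share of the list went from 0.546% to 0.457% in replicate 1 and from 0.337% to 0.262% in replicate 2, log2 ratios of −0.26 and −0.36 with a mean of −0.31 (exact permutation p 0.667). For H3K9me3, 123 and 332 peaks in scramble KD stood against 89 and 358 in TERRA KD, with shares of 0.466% and 0.436% against 0.349% and 0.478%. The mean log2 ratio of these shares was −0.14 (exact permutation p 1.0), with opposite directions in the replicates, −0.42 and 0.13. These numbers leave out the width of the peaks, and over the whole lists the median H3K9me3 peak was longer in TERRA KD in both replicates. On autosomes and X alone, ATRX peaks went from 16 to 160 in replicate 1 and from 31 to 30 in replicate 2, and the log2 ratios of their shares were 0.82 and −0.72, with a mean of 0.05. The ratios for ATRX with the same number of top-ranked peaks in both conditions were 1.10 and 0.03, on average 0.57.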

The heatmap of the subtelomeric regions that are 100 kb away from telomeres also showed increased ATRX and H3K9me3 occupancies after TERRA depletion (Supplementary Figure S1G). In agreement with this result, the genome browser views presented that ATRX and H3K9me3 occupancies were increased in subtelomeric genes including *Mid1* on sex chromosomes, *XM_017318027.1* on chromosome 18, and *Gm32856* on chromosome 8 after TERRA depletion (Figure 1J). 

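Over Mid1 (chromosome X, 169685199 to 169990798), ATRX peaks numbered 5 and 4 in scramble KD replicates 1 and 2, and 10 and 5 in TERRA KD. The H3K9me3 peaks over this gene numbered 4 and 12 in scramble KD and 8 and 14 in TERRA KD. Over Gm32856 (chromosome 8, 129263613 to 129285113), ATRX peaks went from 0 and 1 in scramble KD to 3 and 2 in TERRA KD, and H3K9me3 peaks from 3 and 9 to 2 and 7. A single ATRX peak lay within 1 kb of the Gm32856 TSS, in TERRA KD replicate 1, and none lay that close to the Mid1 TSS in any list. The annotation used here holds no entry under the name of the chromosome 18 transcript, which was not analysed here.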

Notably, the chromatin accessibility determined by ATAC-seq (Assay for Transposase-Accessible Chromatin using sequencing) on these genes was reduced in TERRA KD cells (Figure 1J), indicating that TERRA ablation leads to chromatin compaction in the subtelomeric regions. 

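ATAC-seq libraries of 2 scramble KD and 2 TERRA KD cultures held 5976014 and 7499296 tags in scramble KD replicates 1 and 2 and 6615112 and 7883648 in TERRA KD. The authors called their peaks without input with MACS version 2.2.7.1 at the same threshold, which gave 78571 and 96994 peaks in scramble KD and 86535 and 103911 in TERRA KD. The log2 ratio of TERRA KD to scramble KD was 0.14 and 0.10 in replicates 1 and 2, on average 0.12 (exact permutation p 0.667). Over 2643 stretches of 1 Mb, the number of ATAC peaks gave an r of 0.982 between the scramble KD replicates and of 0.986 between the TERRA KD replicates. Mid1 held 11 and 12 ATAC peaks in scramble KD and 12 and 14 in TERRA KD, and Gm32856 held 2 in each of the 4 lists. A lower signal within a peak that stays above the threshold would not change these numbers. From lower accessibility at these genes, the paper concludes that chromatin near the telomeres is compacted when TERRA is lost.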

Collectively, these results imply that TERRA prevents ATRX from binding to subtelomeric regions and suppresses heterochromatin formation.

### TERRA depletion leads to increased ATRX abundance near transcription start sites

Interestingly, metagene profiles showed that ATRX was raised near TSS in TERRA KD cells in comparison to scramble KD cells (Figure 2A). 

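TSS were taken as the most upstream start of the curated RefSeq transcripts of each of 26182 genes. An ATRX peak lay within 1 kb of 280 and 155 of these TSS in scramble KD replicates 1 and 2 (1.07% and 0.592%), and of 2154 and 1266 in TERRA KD (8.23% and 4.84%). The rise was 7.16 percentage points in replicate 1 and 4.24 in replicate 2, on average 5.70 (exact permutation p 0.333). It was larger than the spread between the replicates of either condition. With peaks of -log10 p at least 5 alone, such TSS numbered 9 and 6 in scramble KD replicates 1 and 2, and 75 and 59 in TERRA KD. The mean rise was then 0.227 points, from these few TSS. With the same number of top-ranked peaks in both conditions the mean was 1.32 points, with a fall of −0.157 in replicate 1 and a rise of 2.80 in replicate 2.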

We then asked whether ATRX recruitment to TSS is related to H3K9me3 formation. ATRX binding sites near active TSS after TERRA depletion were selected for metagene analysis (Figure 2B). In contrast to the subtelomeric regions, H3K9me3 coverages were under-represented (signals below the basal level) at active TSS containing ATRX binding sites in both scramble and TERRA knockdown cells (Figure 2B), indicating that the recruitment of ATRX at TSS in TERRA knockdown cells is not accompanied with H3K9me3 formation. 

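Among the TERRA KD ATRX peaks within 1 kb of a TSS, 125 of 1970 in replicate 1 (6.35%) and 49 of 1182 in replicate 2 (4.15%) overlapped an H3K9me3 peak of TERRA KD. Among the ATRX peaks farther from TSS, 12356 of 39414 (31.3%) and 3631 of 20536 (17.7%) did. The difference was −25.0 percentage points in replicate 1 and −13.5 in replicate 2 (Fisher's exact test, two-sided, p 3.92e-158 and 6.88e-44, over peaks, which are not independent replicates). All annotated TSS were used, active or not. From the low H3K9me3 coverage at such sites, the paper concludes that ATRX is recruited to TSS without the formation of H3K9me3.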

The annotation of ATRX peaks based on genomic features depicted that gained ATRX peaks after TERRA depletion were located across various regions of the genome, with the highest ratio of increase (12-fold) in promoter-TSS regions (Supplementary Figure S2A). 

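By the position of the peak centre, promoter-TSS regions (from 1000 bp upstream to 100 bp downstream of a curated transcript start) held 143 and 69 ATRX peaks in scramble KD replicates 1 and 2, and 1109 and 505 in TERRA KD. These are ratios of 7.76 and 7.32. Only 5′ UTR had a higher ratio in each replicate, 8.09 and 17.7, from 11 and 3 scramble KD peaks. Coding exons had ratios of 7.17 and 5.29, regions around transcription ends 6.81 and 3.44, 3′ UTR 5.89 and 2.09, exons of non-coding transcripts 7.19 and 2.31, introns 5.29 and 1.89, and intergenic sequence 5.73 and 1.29. As a share of the list, promoter-TSS peaks went from 1.95% to 2.68% in replicate 1 and from 0.505% to 2.33% in replicate 2, a mean log2 ratio of 1.33 (exact permutation p 0.333). The ratios in the replicates were 0.46 and 2.2, and with peaks of -log10 p at least 5 alone they had opposite directions, −1.38 and 1.39.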

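A gene called in both replicates of a condition is a stricter count. The TSS with an ATRX peak within 1 kb in both scramble KD replicates numbered 8, and those in both TERRA KD replicates 201. For 186 TSS an ATRX peak lay within 1 kb in both TERRA KD replicates and in neither scramble KD replicate. The peaks of the replicates need not overlap. At Mafk they lay 549 bp downstream of the TSS in replicate 1 and −486 bp from it (upstream) in replicate 2. Their -log10 p was 2.009 and 2.463, near the threshold of the lists. How many such TSS would arise by chance was not computed. ATRX peaks overlapped ATAC peaks of their own condition more often in TERRA KD than in scramble KD: 570 peaks (7.79%) in scramble KD replicate 1 and 6318 (15.3%) in TERRA KD replicate 1, then 411 (3.01%) and 3420 (15.7%) in replicate 2. Random placement gave 3.33%, 3.89%, 4.56% and 5.17% for these 4 lists in that order.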

Dot plots also displayed a significant elevation of ATRX coverage at TSS after TERRA depletion (Figure 2C).

**Figure 2.**
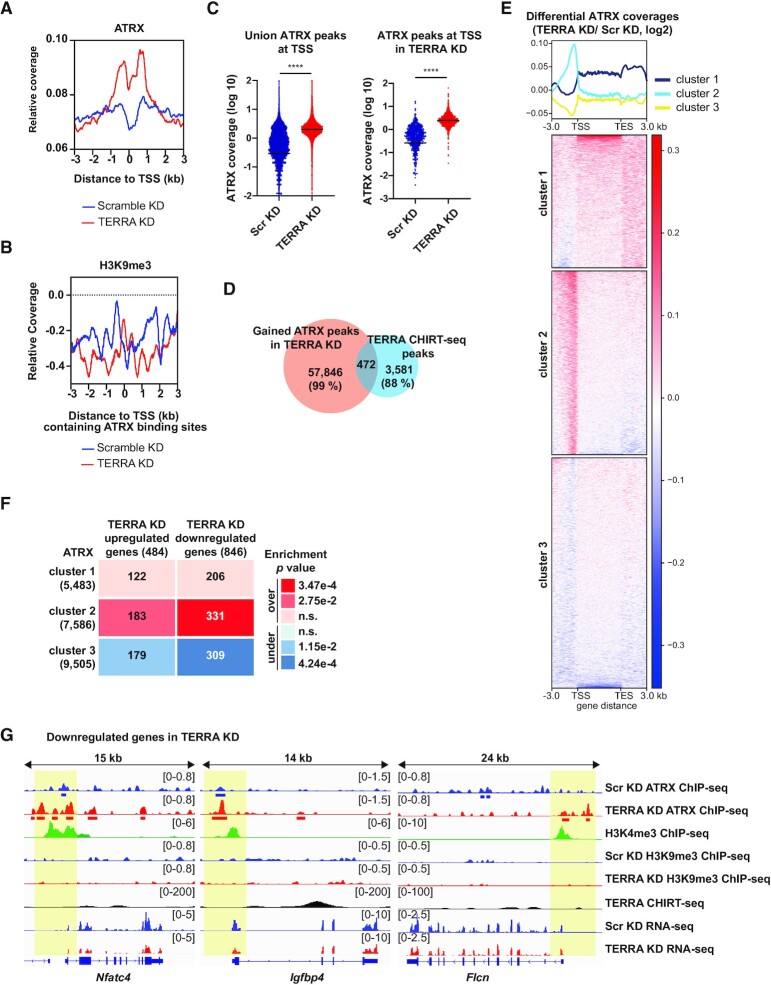
TERRA depletion increases ATRX occupancy near the transcription start sites (TSS). (**A**) Metagene profiles of ATRX coverage at TSS after TERRA depletion for 12 h in mouse ES cells. (**B**) Metagene profiles of H3K9me3 coverage at TSS containing ATRX binding sites after TERRA depletion. (**C**) Dot plots showing increased ATRX coverage at TSS (within 1kb) after TERRA depletion. All ATRX peaks (union) at TSS in both scramble KD and TERRA KD were selected (left). ATRX peaks at TSS in TERRA KD were selected (right). (**D**) Venn diagram showing the number of intersected peaks of gained ATRX peaks after TERRA depletion and TERRA binding sites. (**E**) Clustered heatmaps showing differential ATRX coverage (TERRA vs Scr ATRX density, log2) on all genes in comparison of Scr KD and TERRA KD samples. Three clusters were classified using the K-means method. (**F**) Enrichment analyses for ATRX clusters and differentially expressed genes (DEGs) after TERRA knockdown. Numbers of overlapping genes shown in the table. The over or under enrichments, p values were determined by hypergeometric distribution, and labeled with different colors in the table. (**G**) Genomic tracks displaying an increased ATRX occupancy near the TSS of downregulated genes *Nfatc4, Igfbp4, and Flcn* after TERRA depletion. No enrichment of H3K9me3 around TSS. H3K4me3 ChIP-seq indicating active TSS. Red and blue bars, ATRX peaks called by MACS.

Next, we tested whether the gained ATRX peaks near TSS after TERRA depletion contain TERRA binding sites. By overlapping unique ATRX peaks in TERRA knockdown cells with TERRA CHIRT-seq peaks (31) (Figure 2D), 99% of the gained ATRX peaks were found outside of TERRA binding sites (Figure 2D). Only a small fraction (less than 1%) of gained ATRX peaks in the promoter-TSS regions contained TERRA binding sites (Supplementary Figure S2B), indicating that increased ATRX occupancy at TSS is not often coupled with TERRA binding sites.

### Elevation of ATRX abundance near TSS is associated with differentially expressed genes after TERRA depletion

To test if elevated ATRX abundance at TSS is corresponding to gene expression changes after TERRA depletion, we performed a clustering analysis of differential ATRX coverage by comparing TERRA KD and scramble KD ATRX ChIP-seq data for all genes and classified three clusters by the *k*-means method as shown in the heatmap (Figure 2E). Genes in cluster 2 displayed an elevation of ATRX coverage around TSS in TERRA knockdown cells, while genes in cluster 1 and cluster 3 showed either no changes or depletion (Figure 2E). Gene expression profiles were obtained from RNA-seq data after TERRA knockdown for 12 h (31). Comparing differentially expressed genes (DEGs), genes in cluster 2 with elevated ATRX coverage at TSS exhibited an over-enrichment with significantly upregulated or downregulated genes in TERRA knockdown cells (Figure 2F). Genes in cluster 1 and cluster 3 showed no enrichment with either upregulated genes or downregulated genes. Genome browser views provided examples of cluster 2 genes: ATRX abundance was elevated near TSS of *Nfatc4, Igfbp4*, and *Flcn* genes that were downregulated upon TERRA ablation (Figure 2G). 

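Within 1 kb of the Nfatc4 TSS, an ATRX peak was listed in TERRA KD replicate 1 alone, 92 bp downstream of the TSS and with a fold enrichment of 9.50 over input. Igfbp4 likewise had an ATRX peak in TERRA KD replicate 1 alone, −548 bp from the TSS (upstream), with a fold enrichment of 22.5. No list had an ATRX peak within 1 kb of the Flcn TSS, and 1 peak lay within 10000 bp upstream of the gene, in TERRA KD replicate 1. For none of these 3 genes was the gain present in both replicates.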

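H3K9me3 peaks within 1 kb of the TSS of Nfatc4, Igfbp4 and Flcn were absent from all 4 H3K9me3 lists, and none lay over the bodies of these genes. In the 10000 bp upstream, 1 peak was listed, at Nfatc4 in scramble KD replicate 1.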

Notably, the elevation of ATRX was not accompanied by H3K9me3 coverages near TSS (Figure 2G). These results denote that increased ATRX occupancy at TSS possesses a higher frequency to alter gene expression after TERRA depletion.

Gene ontology analysis revealed that gained ATRX peaks near TSS in TERRA KD cells were enriched in genes involved in the regulation of transcription, stem cell maintenance, intracellular signal transduction, neuron differentiation, brain development, apoptosis, and cell cycle, while lost ATRX peaks in TERRA KD were enriched in genes involved in neuron projection, phosphorylation, cytoskeleton anchoring at plasma membrane and protein homooligomerization (Supplementary Figure S2C).

### TERRA maintains DNA G-quadruplex structures

Given that ATRX was found to be involved in DNA G4 formation *in vivo* (42,43), we asked whether TERRA depletion impacts G4 structures. We performed immunostaining for DNA G4 structures using the BG4 antibody. To test the sensitivity of BG4 staining, cells were treated with CX-5461, a DNA G4-stabilization ligand to induce G4 formation (58). RNase A was treated prior to DNA G4 immunostaining to eliminate RNA signals (Supplementary Figure S3A). DNA G4 immunostaining revealed a significant increase in DNA G4 signals in cells treated with CX-5461 (Figure 3A). Remarkably, we observed a significant decrease of DNA G4 intensity in TERRA knockdown cells compared to control cells (Figure 3B), suggesting that TERRA sustains DNA G4 formation.

**Figure 3.**
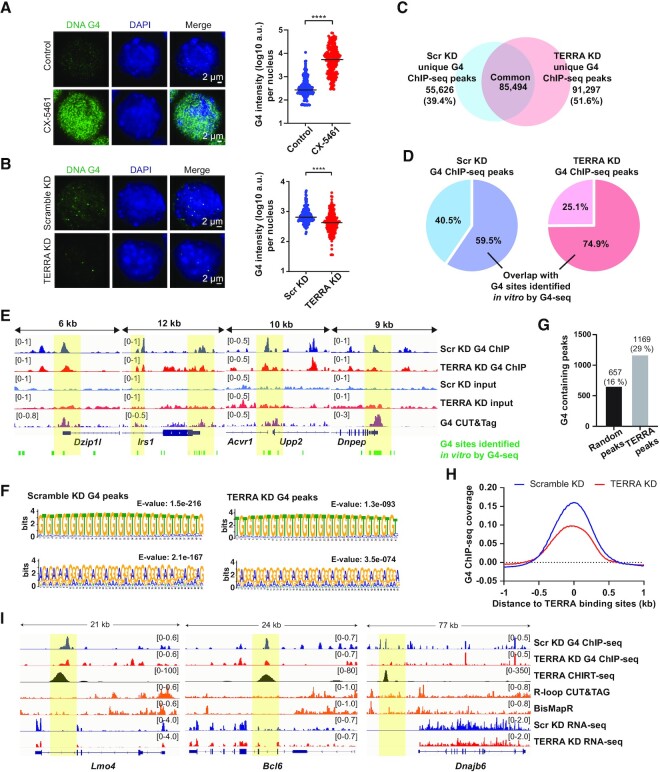
TERRA promotes DNA G-quadruplex formation. (**A**) DNA G4 immunostaining in mES cells (left panel) treated with CX-5461, a G4 stabilizer. Quantification of G4 intensity per nucleus (right panel). n > 200. bars, median. **** *P* < 0.0001, by Mann–Whitney U test. (**B**) DNA G4 immunostaining (left panel) at 6 hrs after TERRA knockdown by ASOs in mES cells. G4 intensity is reduced after TERRA depletion. Quantification of G4 intensity per nucleus (right panel). Three independent experiments showed similar results. n > 200. Bars, median. **** *P* < 0.0001, by Mann–Whitney *U* test. (**C**) Number of G4 ChIP-seq peaks shared in scramble KD and TERRA KD cells. (**D**) Percentage of G4 ChIP-seq peaks overlapping with G4 sites identified *in vitro* by G4-seq. (**E**) Genomic browser views of G4 ChIP across the indicated genes. Yellow shades highlighting the regions of G4 ChIP-seq peaks overlapping with G4 CUT&Tag and G4 sites identified *in vitro* by G4-seq. (**F**) Motif analysis for G4 ChIP-seq using MEME shows dominant motifs containing G-rich sequences. (**G**) Bar graph presenting the number of TERRA binding sites containing G4 ChIP-seq peaks. The same number of random peaks (*n* = 4052) were selected as a control and overlapped with G4 ChIP-seq peaks. (**H**) Metaplots of G4 density at TERRA binding sites. G4 coverage at TERRA binding sites is reduced after TERRA depletion. (**I**) Genomic browser views of G4 abundance at the TERRA binding sites. Yellow shades highlighting the reduced G4 signals at TERRA binding sites upon TERRA depletion. R-loop profiles from R-loop CUT&Tag and BisMapR.

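G4 ChIP-seq used the BG4 antibody on chromatin of 2 scramble KD and 2 TERRA KD cultures. After removal of duplicates, scramble KD replicates 1 and 2 held 2961038 and 24588605 tags and TERRA KD replicates 1 and 2 held 5759282 and 13127555, so that TERRA KD was sequenced more deeply than scramble KD in replicate 1 and less deeply in replicate 2. Both replicates of a condition were called against the same input, of 23359214 tags for scramble KD and 19824848 for TERRA KD. The authors called these peaks with MACS version 1.4.2 on the same genome, and each list was compared within its own replicate number. The peaks covered 3.37% and 15.2% of the sequenced genome in scramble KD replicates 1 and 2, and 4.92% and 7.67% in TERRA KD. The deposited false discovery rate was at most 5% for 99.99% and 99.90% of the peaks in scramble KD replicates 1 and 2. In TERRA KD it was so for 100.0% of the peaks in replicate 1 and 0% in replicate 2.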

To study DNA G4 structures *in vivo* on a genome-wide scale, G4 ChIP-seq was conducted using BG4 antibody. 

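In 2663 stretches of 1 Mb, the number of G4 peaks gave a Pearson's r of 0.813 between the scramble KD replicates and of 0.907 between the TERRA KD replicates. Within a replicate number, r between the conditions was 0.917 in replicate 1 and 0.978 in replicate 2, higher than between replicates. These are correlations across stretches of the genome within a pair of samples, which are not independent replicates. Of the peaks of scramble KD replicate 1, 85829 (61.3%) overlapped a peak of scramble KD replicate 2, and of the peaks of TERRA KD replicate 1, 102103 (58.8%) overlapped a peak of TERRA KD replicate 2. In the other direction, 20.8% of the scramble KD replicate 2 peaks and 43.1% of the TERRA KD replicate 2 peaks overlapped a peak of replicate 1. These overlaps were not compared with random placement.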

Two biological replicates showed a high correlation in scatter plots (Supplementary Figure S3B), with Pearson's *r* values 0.70 and 0.87 for scramble KD and TERRA KD respectively, indicating the reproducibility of G4 ChIP-seq. More than 100 thousand G4 peaks were identified and approximately 85 thousand peaks were shared in TERRA and scramble KD cells (Figure 3C). 

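Replicate 1 gave 140119 G4 peaks in scramble KD and 173699 in TERRA KD, and replicate 2 gave 389434 and 225024. In replicate 1, 84493 scramble KD peaks overlapped a TERRA KD peak (60.3%), 55626 peaks were found in scramble KD alone and 91297 in TERRA KD alone. In replicate 2, 182292 scramble KD peaks were shared (46.8%), 207142 were found in scramble KD alone, and 39078 in TERRA KD alone. Random placement gave shares of 9.40% and 16.4% for the replicates (one-sided random-placement p 0.001, the smallest possible). The log2 ratio of TERRA KD to scramble KD peak numbers was 0.31 in replicate 1 and −0.79 in replicate 2, on average −0.24 (exact permutation p 1.0). The replicates thus gave opposite directions, and with peaks of -log10 p at least 5 alone they did so by more, 0.59 and −1.82.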

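The share of G4 peaks with their centre in a promoter-TSS region was 3.58% and 1.80% in scramble KD replicates 1 and 2, against 1.24% and 1.26% for the same peaks placed at random, enrichments of 2.88-fold and 1.43-fold. In TERRA KD the shares were 3.00% and 1.06%, enrichments of 2.37-fold and 0.841-fold. The enrichment was lower in TERRA KD in both replicates, with log2 differences of −0.28 and −0.76, on average −0.52 (exact permutation p 0.667). In TERRA KD replicate 2 the share lay under that of random placement (one-sided random-placement p 1.0).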

G4 coverage was enriched over genes such as promoter regions, untranslated regions (UTR), and exons (Supplementary Figure S3C). To validate the G4 ChIP-seq data, we compared G4 ChIP-seq with G4-seq (6), which identifies G4 structures *in vitro* based on DNA polymerases pausing at G4 forming sites that are stabilized by G4 ligands during polymerase chain reaction. Approximal 60∼75% G4 ChIP-seq peaks contained G4 sites identified by G4-seq (Figure 3D). G4 ChIP-seq peaks at TSS were also highly overlapped with G4 CUT & Tag peaks (59) (Figure 3E, Supplementary Figure S3D). The top two enriched motifs of G4 ChIP-seq peaks identified by MEME Suite (Motif-based sequence analysis tools) were TG repeats and GGGA repeats (Figure 3F) in both scramble and TERRA KD cells. 

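TG repeats of at least 10 copies overlapped 20.7% and 11.1% of the G4 peaks in scramble KD replicates 1 and 2, and 16.6% and 12.7% in TERRA KD. Peaks placed at random gave 6.40%, 9.76%, 7.42% and 8.71%, in that order. GGGA repeats of at least 4 copies overlapped 5.73% and 2.2% of the peaks of scramble KD replicates 1 and 2, and 3.81% and 2.69% of the TERRA KD peaks. In that order, these shares were 9.77-fold, 2.35-fold, 5.54-fold and 3.27-fold of random placement. All 8 shares had a one-sided random-placement p of 0.001, the smallest possible. Motifs were not searched anew here. These are counts of fixed repeats in GRCm38, and longer lists with wider peaks had the lower enrichments.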

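The canonical motif of 4 runs of at least 3 G with loops of 1 to 7 bases, on either strand, was present in 37.3% and 33.5% of the G4 peaks of scramble KD replicates 1 and 2, and in 41.1% and 34.6% of those of TERRA KD. The same peaks placed at random held it in 10.4%, 15.8%, 12.1% and 14.1% of cases, so that the enrichments were 3.57-fold, 2.12-fold, 3.40-fold and 2.45-fold (one-sided random-placement p 0.001 in each list, the smallest possible). Between the conditions, the log2 difference in enrichment was −0.07 in replicate 1 and 0.20 in replicate 2, with a mean of 0.07 (exact permutation p 1.0).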

GGGA repeats are composed of canonical G4 forming sequences, confirming that G4 ChIP-seq identifies G4 forming sequences.

We sought to explore whether TERRA binding sites consist of G4 structures. We intersected the TERRA binding sites obtained from TERRA CHIRT-seq (31) with G4 ChIP-seq peaks and found that ∼29% of TERRA binding sites shared with G4 peaks (Figure 3G), while only 16% of random sampling peaks overlapped with G4 peaks. Remarkably, the metaplot displayed a reduction of G4 coverage at TERRA binding sites (Figure 3H) upon TERRA depletion, implying that TERRA promotes G4 formation at TERRA target sites. To test if TERRA forms R-loop structures at TERRA binding sites that are accompanied by G4 structures, we compared R-loop profiles obtained from CUT&Tag (59) and found that about 20% of TERRA binding sites contained R-loop peaks (Supplementary Figure S3E). Among them, 85% of TERRA binding sites containing R-loops overlapped with G4 peaks. 20% of TERRA binding sites that overlapped with G4s and R-loops contained telomeric repeat sequences, and some examples were found in the intergenic regions (Supplementary Figure S3E, F). 40% of TERRA binding sites containing G4 structures had no R-loop structures (Supplementary Figure S3E). The data showed that R-loops were highly associated with G4 structures at TERRA binding sites, but only a subset of TERRA binding sites held G4 and R-loop structures.

The previous report demonstrated that TERRA binding density was highly enriched over downregulated genes after TERRA depletion (31), indicating that TERRA may bind to these genes to regulate gene expression. Genome browser views presented several downregulated genes such as *Lmo4*, *Bcl6* and *Dnajb6* that contained the reduction of G4 coverage at TERRA target sites within the gene body or upstream (Figure 3I), where R-loops were not enriched.

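Over the body of Lmo4, G4 peaks numbered 3 and 5 in scramble KD replicates 1 and 2, and 4 and 3 in TERRA KD. In the 10000 bp upstream there were 1 and 3, against 1 and 1. Over Bcl6 the numbers were 5 and 7 against 9 and 3, with 1 and 0 upstream against 1 and 0. Over Dnajb6 they were 4 and 8 against 3 and 5, with 0 and 3 upstream against 0 and 1. Dnajb6 thus had fewer G4 peaks over its body in TERRA KD in both replicates, and the other 2 genes only in replicate 2. The sites bound by TERRA and the R-loops were not analysed here.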

### TERRA promotes G-quadruplex formation around transcription start sites

Analyzing all TSS in mouse ES cells, above 40% of TSS regions contain G4 peaks (Figure 4A), highlighting the role of G4 structures in regulating gene expression. 

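In scramble KD, a G4 peak lay within 1 kb of 10785 of the 26182 TSS in replicate 1 (41.2%) and of 16782 in replicate 2 (64.1%). A peak was present in both scramble KD replicates at 9084 TSS (34.7%).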

To examine whether G4 peaks at TSS are correlated with transcription activity, we compared G4 ChIP-seq and RNA-seq data. Genes containing G4 peaks within 1kb of TSS displayed higher gene expression levels in comparison to genes without G4 peaks (Figure 4B) in mouse ES cells. The data supports the idea that G4 peaks are associated with active genes (7,8).

**Figure 4.**
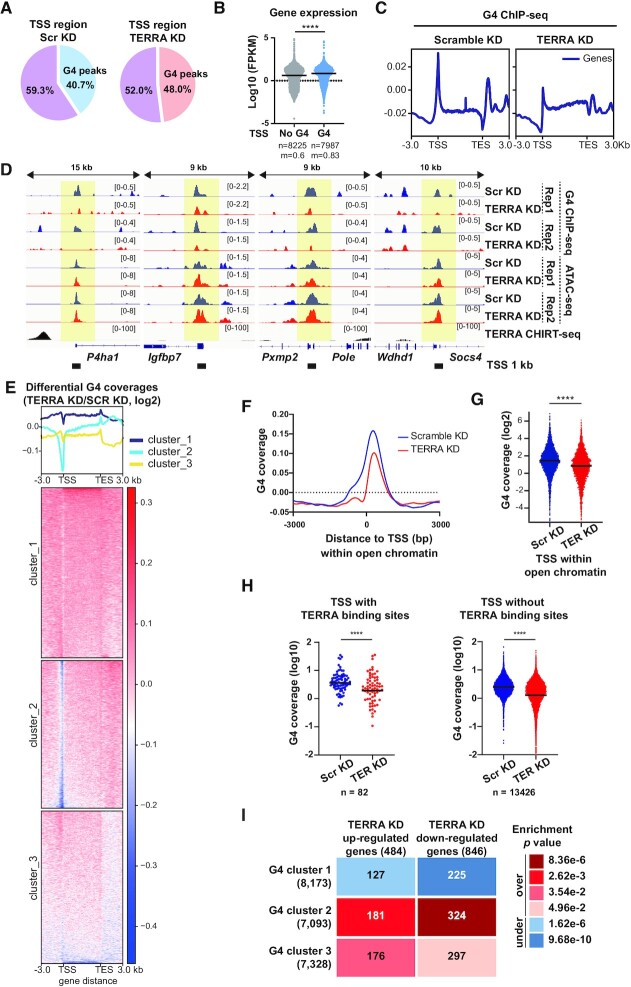
Reduced G4 formation near transcription start sites is associated with DEGs after TERRA depletion. (**A**) Percentage of transcription start sites (TSS) containing G4 ChIP-seq peaks. (**B**) The expression levels, shown in fragments per kilobase of transcripts per million mapped reads (FPKM), of genes containing G4 peaks or no G4 peaks within 1 kb of TSS. Each dot represents one gene. P value, Mann–Whitney *U* test. n, number of genes. m, median values. (**C**) Metagene analyses of G4 coverage over genes after TERRA depletion. (**D**) Genomic browser views showing that G4 abundance at TSS is reduced after TERRA depletion. G4 signals overlap with ATAC-seq peaks at TSS. (**E**) Clustered heatmaps showing differential G4 coverage (TERRA versus Scr G4 density, log_2_) on all genes in comparison of Scr KD and TERRA KD samples. Three G4 clusters were classified using the K-means method. (**F**) Metagene analyses of G4 coverages at TSS within accessible chromatin. Regions selected from TSS (±3kb) containing the overlapping of G4 ChIP and ATAC-seq peaks. (**G**) Dot plots showing G4 coverages at active TSS (±3 kb of TSS) containing G4 peaks within accessible chromatin. Bars, mean. **** *P* < 0.0001, Wilcoxon paired signed-rank test. Regions were selected from TSS (±3 kb) containing H3K4me3, G4 and ATAC-seq peaks. (**H**) Dot plots showing G4 coverage at TSS (±3 kb) containing TERRA binding sites or no TERRA binding sites. Bars, mean. **** *P* < 0.0001, Wilcoxon paired signed-rank test. (**I**) Enrichment analyses for G4 clusters and DEGs after TERRA knockdown. Numbers of overlapping genes shown in the table. The over or under enrichments and *P* values were determined by hypergeometric distribution.

Interestingly, metagene profiles showed that G4 densities decreased around TSS after TERRA depletion (Figure 4C, E). In addition, G4 peaks partially overlapped with ATAC-seq peaks, and the overlapped peaks occupied 43% of TSS (Figure 4D, Supplementary Figure S4A). 

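After TERRA depletion, the TSS with a G4 peak within 1 kb numbered 12705 in replicate 1 (48.5%) and 5791 in replicate 2 (22.1%), a change of 7.33 percentage points in replicate 1 and of −42.0 in replicate 2, on average −17.3 (exact permutation p 0.667). A peak was present in both TERRA KD replicates at 3885 TSS (14.8%). With the same number of top-ranked peaks in both conditions, both replicates had fewer such TSS in TERRA KD, by −1.24 and −23.3 points (exact permutation p 0.333). The replicates stayed opposed with peaks of -log10 p at least 5 alone, 3.80 and −32.2 points, and within 3 kb of the TSS, 8.26 and −33.6. They also did so with protein-coding genes only, 6.95 and −44.7, and on autosomes and X alone, 7.36 and −42.1. Of the scramble KD G4 peaks within 1 kb of a TSS, 8477 of 10744 in replicate 1 (78.9%) and 6154 of 18672 in replicate 2 (33.0%) overlapped a TERRA KD G4 peak. Of the scramble KD peaks farther away, 58.8% and 47.5% did. Peaks near TSS were thus kept more often than others in replicate 1 and less often in replicate 2, by 20.1 and −14.5 points. Among peaks with a -log10 p of at least 5, they were kept less often in both, by −6.91 and −5.41 points.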

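In scramble KD, 16398 G4 peaks of replicate 1 (11.7%) and 45514 of replicate 2 (11.7%) overlapped an ATAC peak of the same replicate, against 3.75% and 6.13% with random placement. In TERRA KD, 26670 (15.4%) and 18165 (8.07%) did, against 4.58% and 6.12%. All 4 lists had a one-sided random-placement p of 0.001, the smallest possible. The change between conditions was 3.65 percentage points in replicate 1 and −3.61 in replicate 2, on average 0.0182 (exact permutation p 1.0).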

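ATAC peaks present in both conditions were used as open chromatin. Of the scramble KD G4 peaks on them, 12080 of 15026 in replicate 1 (80.4%) overlapped a TERRA KD G4 peak, and elsewhere 72413 of 125093 (57.9%) did, an odds ratio of 2.98. In replicate 2, 12937 of 38434 (33.7%) did on open chromatin and 169355 of 351000 (48.2%) elsewhere, an odds ratio of 0.544. The difference of shares was 22.5 percentage points in replicate 1 and −14.6 in replicate 2. Restricted to peaks of -log10 p at least 5, it was −6.36 and −9.78. It stayed opposite in the replicates with the same number of top-ranked peaks, 17.1 and −19.2, and with an overlap of at least 50% of the peak, 22.0 and −24.4. At the scramble KD G4 peaks themselves, ATAC peaks of TERRA KD were present at 19252 sites in replicate 1, a rise of 2.04 points over those of scramble KD, and at 49974 sites in replicate 2, a rise of 1.15 points (mean 1.59, exact permutation p 0.333).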

TERRA depletion exhibited a decline of G4 abundance at chromatin accessible sites determined by ATAC-seq (Supplementary Figure S4B, left panel), whereas the chromatin accessibility at these G4 sites was not altered (Supplementary S4B, right panel). Analyses of G4 coverages at TSS within open chromatin indicated that TERRA depletion leads to a significant reduction of G4 signals at TSS (Figure 4F, G), suggesting that TERRA maintains G4 structures, particularly near transcription start sites.

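TSS with a G4 peak that lies on an ATAC peak within 1 kb numbered 7718 and 11516 in scramble KD replicates 1 and 2 (29.5% and 44.0%), and 9426 and 1983 in TERRA KD (36.0% and 7.57%). The change was 6.52 percentage points in replicate 1 and −36.4 in replicate 2, with a mean of −14.9 (exact permutation p 0.667). Coverage within peaks was not analysed here, so a peak that became weaker and stayed above the threshold counts as present. From the lower coverage at such TSS, the paper proposes that TERRA maintains G4 structures, above all near TSS.

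**Figure D1:**
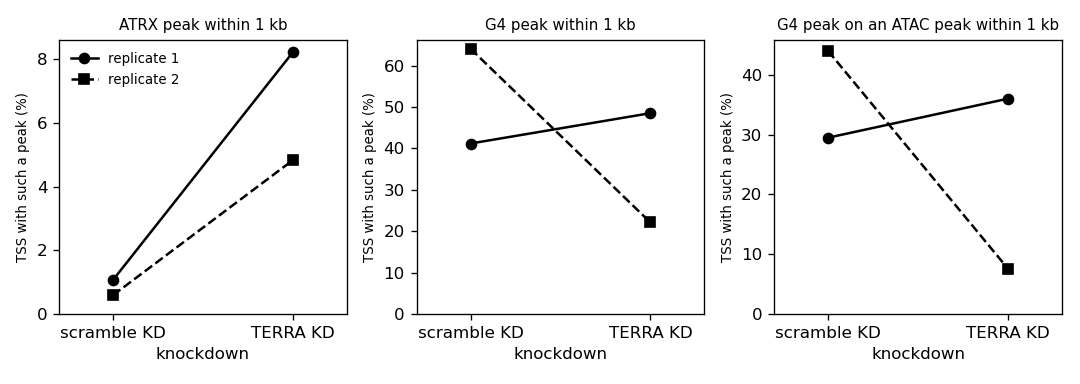
Share of the 26182 TSS, in percent, with an ATRX peak (left), a G4 peak (middle) or a G4 peak on an ATAC peak (right) within 1 kb, in scramble KD and TERRA KD. Each line joins the libraries of a replicate number. Both lines rise for ATRX, while for G4 replicate 1 rises and replicate 2 falls.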

Next, we asked whether the reduction of G4 at TSS is accompanied by TERRA binding sites. Dot plots showed that reduction of G4 coverage occurs at TSS containing TERRA binding sites and also at TSS without TERRA binding sites (Figure 4H) after TERRA depletion. Similarly, TERRA depletion results in G4 reduction in non-TSS regions (Supplementary Figure 4C). The number of TSS without TERRA binding sites is extremely higher than the number of TSS with TERRA binding sites (Figure 4H), suggesting that TERRA-mediated DNA G4 maintenance is not mainly dependent on TERRA binding at the same sites.

### G4 reduction around TSS is associated with differentially expressed genes upon TERRA depletion

To investigate whether G4 reduction is correlated with altered gene expression after TERRA depletion, G4 coverages of all genes in scramble and TERRA knockdown cells were compared for calculating differential G4 coverages. Three clusters were classified by K-means algorithm as shown in the heatmap (Figure 4E). Genes in cluster 2 displayed a robust depletion of G4 occupancy at TSS in TERRA knockdown cells, while genes in clusters 1 and 3 showed smaller changes at TSS. In comparison with differentially expressed genes after TERRA depletion, genes in cluster 2 with depleted G4 coverage at TSS exhibited the most significant over-enrichment with dysregulated genes in TERRA knockdown cells (Figure 4I), indicating that G4 reduction near TSS is coupled with the alteration of transcription induced by TERRA depletion.

### Diminished G4 structures within the first exon–intron correlate with gene repression

It has been postulated that unusual structures such as G-rich sequences impede RNA polymerase II movement, thereby interfering with transcription activity (60) (Figure 5A). Observations from *in vitro* transcription assays revealed that potential G4 forming sequences in the template blocks transcription; by contrast, G4 forming sequences in the non-template increase mRNA production and ensure a successful R-loop during transcription (17). To elucidate if G4 structures in the template or in the non-template are involved in gene expression changes, G4 ChIP-seq peaks within the first exon and intron were selected for metagene analysis. Metagene profiles showed that TERRA depletion led to a decline of G4 density within the first exon–intron region (Figure 5B, top), whereas the effects on other regions of the gene body were moderate (Figure 5B, bottom). 

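Among scramble KD G4 peaks lying on curated transcripts, those on a first exon or first intron overlapped a TERRA KD G4 peak in 70.7% of cases in replicate 1 and 41.7% in replicate 2. Those elsewhere on a transcript did so in 68.8% and 50.7%. The difference was 1.88 percentage points in replicate 1 (Fisher's exact test, two-sided, p 5.25e-07, over peaks) and −9.01 in replicate 2. Among peaks with a -log10 p of at least 5, the peaks of the first exon and intron were kept less often in both replicates, by −8.69 and −5.55 points.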

Similar to the G4 analyses at TSS, genes with reduced G4 density in the first exon–intron region (cluster 4) after TERRA depletion were clustered (Figure 5C), and showed an over-enrichment with downregulated genes (Figure 5D). To identify G4 structures appearing in the template or non-template, G4 strand information was obtained from *in vitro* G4-seq (6) and integrated into G4 ChIP-seq data. Three groups were separated: genes containing G4-depleted signals in the template, the non-template, or both the template and the non-template. All three groups displayed an over-enrichment with downregulated genes after TERRA depletion (Figure 5E), with the most significant enrichment in the non-template. The results demonstrate that the reduction of G4 structures within the first exon–intron is more associated with gene repression than other gene clusters upon TERRA depletion (Figure 5D). Genome browser views displayed examples of severe G4 reduction within the first exon–intron region but mild effects on other regions of the gene body (Figure 5F).

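Over the first exon and intron of Ppard, G4 peaks numbered 1 and 2 in scramble KD replicates 1 and 2 and 1 and 1 in TERRA KD, while the whole gene held 15 and 19 against 25 and 18. Cxcl14 had 1 G4 peak on its first exon and intron in each scramble KD replicate and 0 in each TERRA KD replicate, with 2 and 5 against 3 and 2 over the whole gene. The first exon and intron of Ltbr held 1 G4 peak in each of the 4 lists, and the whole gene 4 and 3 against 3 and 2. Loss of the listed peak in both replicates was thus present at Cxcl14 and not at Ppard or Ltbr.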

**Figure 5.**
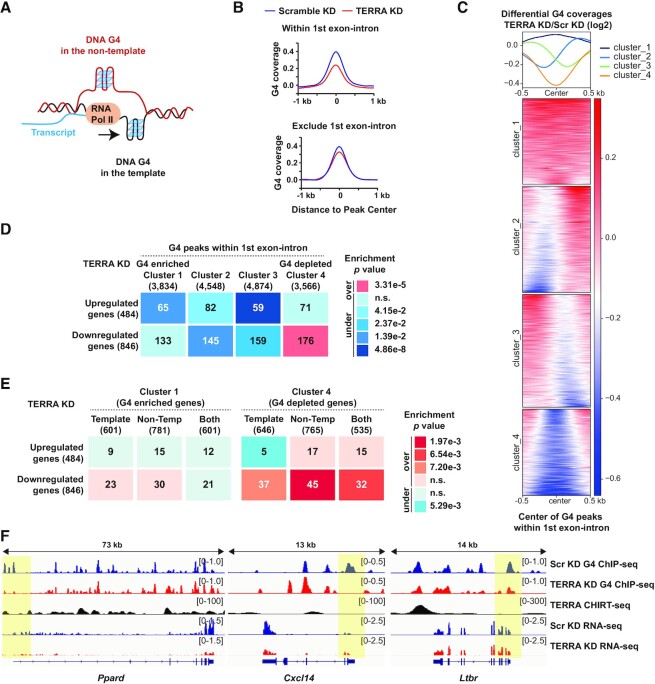
G4 abolitions within first exon/intron enrich in downregulated genes after TERRA depletion. (**A**) Illustrations of RNA polymerases encountering DNA G4 structures in the template or the non-template. (**B**) Meta-analyses of G4 ChIP-seq coverages at G4 peaks within first exon–intron (top) or at G4 peaks over gene body excluding first exon–intron (bottom). (**C**) Clustered heatmap showing differential G4 coverage (TERRA vs Scr G4 density, log_2_) at G4 peaks within first exon/intron in comparison of TERRA KD and Scr KD samples. Four G4 clusters were classified by the K-means method. (**D**) Genes containing G4 depleted signals (Cluster 4) within first exon–intron are over-enriched with downregulated genes upon TERRA depletion. Enrichment analysis for gene clusters of differential G4 coverages within first exon–intron and DEGs after TERRA knockdown. Numbers of overlapping genes shown in the table. The over or under enrichments and p values were determined by hypergeometric distribution. (**E**) Genes with G4 signals in the template, the non-template, or both were grouped. Enrichment analysis for cluster 1 and cluster 4 of differential G4 coverage within first exon–intron and DEGs after TERRA knockdown. Numbers of overlapping genes shown in the table. The enrichments and p values were determined by hypergeometric distribution. (**F**) Genome browser view of G4 reduction within first exon–intron in *Ppard*, *Cxcl14*, and *Ltbr* genes in TERRA knockdown cells. Yellow shades highlight the regions with G4 reduction within first exon–intron.

### Decreased G4 formation is coupled with increased ATRX occupancy around TSS upon TERRA depletion

As the loss of TERRA resulted in the elevation of ATRX and the decline of G4 occupancy at TSS, we surmise that the increased ATRX occupancy may contribute to the reduction of G4 formation. 

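ATRX peaks that overlapped a scramble KD G4 peak numbered 686 and 2629 in scramble KD replicates 1 and 2, and 5052 and 11284 in TERRA KD. These are ratios of 7.36 and 4.29, and the mean log2 ratio was 2.49 (exact permutation p 0.333). Setting the number of peaks aside, the share of ATRX peaks on these G4 peaks went from 9.37% to 12.2% in replicate 1, where random placement gave 6.38% and 6.61%, and from 19.3% to 52.0% in replicate 2, where it gave 24.6% and 25.7%. The share in scramble KD replicate 2 lay under random placement (one-sided random-placement p 1.0), and the other 3 lay above it (p 0.001 in each random placement). With the same number of top-ranked ATRX and G4 peaks in both conditions, the mean log2 ratio of the numbers was 1.34. Restricted to ATRX and G4 peaks of -log10 p at least 5, of which 52 and 37 ATRX peaks in scramble KD lay on G4 peaks, the share fell from 29.2% to 11.6% in replicate 1 and rose from 20.0% to 67.1% in replicate 2.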

Analyzing ATRX and G4 co-occupied sites, the number of ATRX peaks overlapped with G4 peaks increased more than 9 folds after TERRA depletion (Figure 6A). Additionally, metagene profiles showed that ATRX coverage at G4 sites increased in TERRA knockdown cells compared to scramble knockdown cells (Figure 6B). Conversely, the G4 coverage at ATRX binding sites decreased after TERRA depletion (Figure 6C). 

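At the TERRA KD ATRX peaks of replicate 1, a G4 peak of TERRA KD was present at 7939 sites (19.2%), 6.98 percentage points more than with the G4 peaks of scramble KD. In replicate 2 it was present at 5830 sites (26.8%), a change of −25.1 points from scramble KD. The mean change was −9.07 points (exact permutation p 1.0), and the G4 lists as a whole moved the same ways in the replicates.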

When selecting ATRX binding sites near TSS, G4 coverage was robustly reduced at TSS within 1 kb in length upon TERRA depletion (Figure 6D). 

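At the TERRA KD ATRX peaks within 1 kb of a TSS, a G4 peak was present at 588 of 1970 sites in scramble KD (29.8%) and 810 in TERRA KD (41.1%) in replicate 1, and at 856 of 1182 sites in scramble KD (72.4%) and 21.7% of them in TERRA KD in replicate 2. The change was 11.3 percentage points in replicate 1 and −50.8 in replicate 2, with a mean of −19.7 (exact permutation p 0.667). From the number of ATRX peaks on G4 peaks, the ATRX coverage at G4 sites and the G4 coverage at ATRX sites, the paper concludes that TERRA keeps ATRX from loading onto G4 sites and favours G4 formation around TSS.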

The results indicate that TERRA prevents ATRX from loading to G4 sites and promotes G4 formation around TSS.

**Figure 6.**
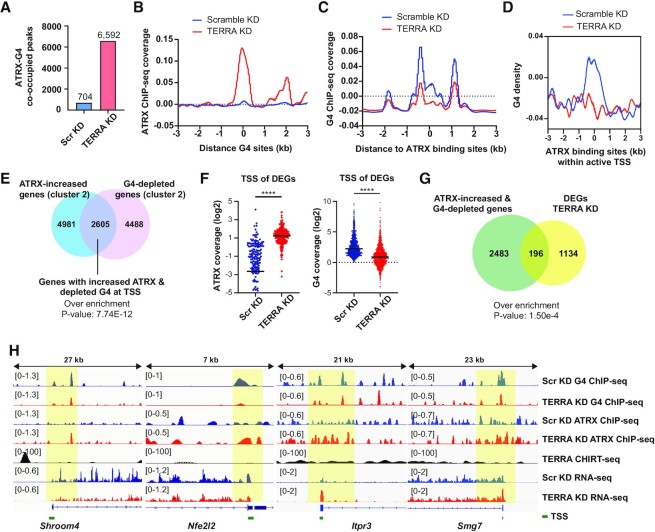
Increased ATRX occupancy is associated with DNA G4 reduction around TSS. (**A**) Numbers of ATRX ChIP-seq peaks overlapping with G4 ChIP-seq peaks. TERRA depletion increases co-occupied peaks of ATRX and G4. G4 ChIP-seq peaks selected from scramble KD. ATRX ChIP-seq peaks selected from either scramble KD or TERRA KD. (**B**) Metagene analyses of ATRX ChIP-seq showing that ATRX occupancy increases at G4 sites after TERRA depletion. G4 sites (G4 ChIP-seq peaks) selected from scramble KD. (**C**) Metagene analyses of G4 ChIP-seq showing reduced G4 signals at ATRX binding sites after TERRA depletion. ATRX binding sites (ATRX ChIP-seq peaks) selected from TERRA knockdown. (**D**) Metagene analyses of G4 ChIP-seq showing reduced G4 density at ATRX binding sites within active TSS. Regions selected by shared peaks of H3K4me3 ChIP-seq at TSS and ATRX ChIP-seq in mES cells. ATRX binding sites selected from TERRA knockdown. (**E**) Number of overlapping genes between ATRX cluster 2 (increased ATRX at TSS in TERRA KD) and G4 cluster 2 (reduced G4 at TSS in TERRA KD). P value, hypergeometric test. ATRX cluster 2 showing an over-enrichment with G4 cluster 2. (**F**) Dot plots showing ATRX and G4 coverages at TSS (±3kb) of DEGs after TERRA depletion. **** *P* < 0.0001, Wilcoxon paired signed-rank test. (**G**) Number of overlapping genes between increased ATRX/reduced G4 signals at TSS and DEGs after TERRA depletion. *P* value, hypergeometric test. (**H**) Genomic views displaying decreased G4 and increased ATRX abundances near the TSS of downregulated genes (*Shroom4*, *Nfe2l2)* and upregulated genes (*Itpr3*, *Smg7*) after TERRA depletion.

Next, we asked whether genes containing depleted G4 signals at TSS commonly share with genes displaying elevated ATRX coverage at TSS after TERRA depletion. Interestingly, ATRX cluster 2 genes showed a significant over-enrichment with G4 cluster 2 genes (Figure 6E, Supplementary Figure S5A, B), indicating that genes displaying increased ATRX coverages at TSS are commonly shared with genes containing depleted G4 signals. 

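Among the TSS with a scramble KD G4 peak, the G4 peak was lost in TERRA KD at 212 of 1085 TSS with a gained ATRX peak in replicate 1 (19.5%) and at 1904 of 9700 others (19.6%), an odds ratio of 0.994 (Fisher's exact test, two-sided, p 0.968). In replicate 2 it was lost at 733 of 1050 (69.8%) and at 10693 of 15732 (68.0%), an odds ratio of 1.09 (Fisher's exact test, two-sided, p 0.219). The mean log2 odds ratio was 0.06. Within 3 kb of the TSS it was −0.24 (Fisher's exact test, two-sided, p 0.00776 and 0.000297 in replicates 1 and 2). With peaks of -log10 p at least 5 alone it was −1.61 (Fisher's exact test, two-sided, p 0.017 and 0.000246). Under these settings the G4 peak was lost less often where ATRX was gained. It was lost more often there with the same number of top-ranked peaks, with log2 odds ratios of 0.25 and 0.30 (Fisher's exact test, two-sided, p 0.38 and 0.0179), on average 0.28. The TSS that lost their G4 peak in both replicates numbered 1240. Of these, 8 also gained an ATRX peak in both replicates. Both changes could be seen only at the 8926 TSS with a G4 peak in both scramble KD replicates and an ATRX peak in neither. Among those, 113 gained ATRX and 1228 lost G4 in both replicates, and 15.5 would do both if gains and losses were independent (odds ratio 0.474, Fisher's exact test, two-sided, p 0.0384, over TSS, which are not independent replicates). This comparison was chosen after the values were seen. Among the 8 are Bola3, Maea, H2-Ke6, Rnf122, Mafk and the microRNA genes Gm51291 and Mir3083, which share a site. The clusters in the paper come from coverage around TSS, and the clustering was not repeated here. The paper concludes from the overlap of its clusters that genes with more ATRX at the TSS are often those with less G4.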

To test if altered gene expression upon TERRA depletion is associated with the changes of ATRX and G4 occupancy, we analyzed the ATRX and G4 coverages at the TSS of differentially expressed genes. We found that ATRX coverage was increased at the TSS of DEGs, while G4 coverage was decreased (Figure 6F). Moreover, genes with depleted G4 and elevated ATRX coverages at the TSS exhibited an over-enrichment with DEGs in TERRA knockdown cells (Figure 6G, Supplementary Figure S5C). 

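No ATRX peak lay within 1 kb of the TSS of Shroom4, Nfe2l2 or Itpr3 in any of the 4 ATRX lists. Over the gene bodies, ATRX peaks numbered 1 and 0 in scramble KD replicates 1 and 2 and 2 and 0 in TERRA KD for Shroom4, 0 in all 4 lists for Nfe2l2, and 0 and 1 against 6 and 1 for Itpr3. G4 peaks within 1 kb of the TSS were lost in both replicates at Nfe2l2, with 1 in each scramble KD list and 0 in each TERRA KD list. At Shroom4 and Itpr3 they numbered 1 and 1 in scramble KD against 1 and 0 in TERRA KD.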

Examples of several downregulated genes (*Shroom4 and Nfe2l2*) and upregulated genes (*Itpr3* and *Smg7*) in TERRA knockdown cells displayed the pattern of increased ATRX but decreased G4 coverages near TSS (Figure 6H). Notably, TERRA binding sites are not at the TSS of these genes. These results indicate that the events of elevated ATRX and reduction of G4 at TSS occur at non-TERRA target sites.

### ATRX inhibits DNA G4 formation and contributes to gene repression upon TERRA depletion

To further validate that ATRX regulates G4 maintenance, ATRX was silenced using two siRNAs in mES cells. DNA G4 immunostaining displayed a significant increase in G4 intensity in ATRX knockdown cells compared to control knockdown cells (Figure 7A, B), suggesting that ATRX suppresses DNA G4 formation.

**Figure 7.**
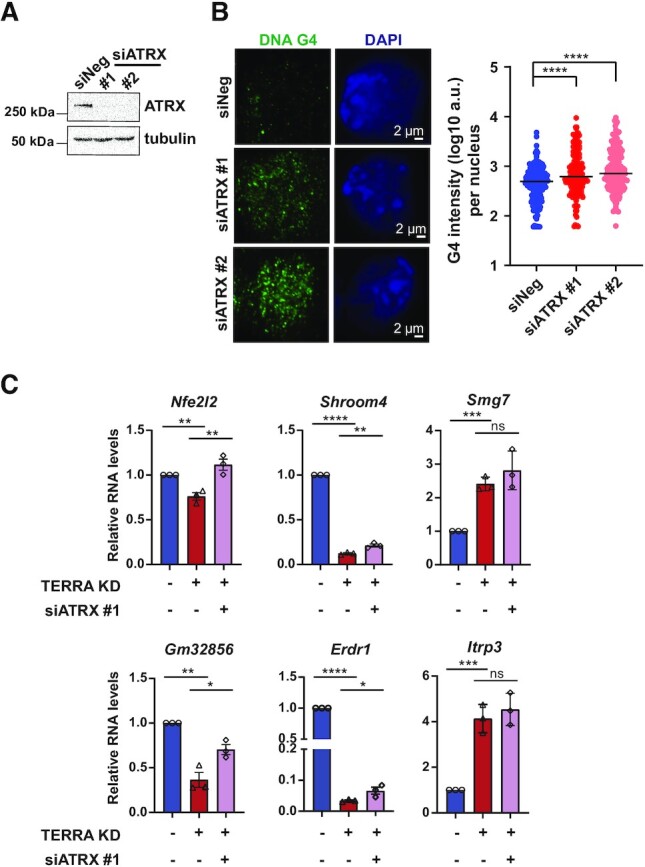
ATRX suppresses G4 formation and mediates gene repression caused by TERRA depletion. (**A**) Western blot showing ATRX protein levels after 48h knockdown using two different siRNAs in mES cells. (**B**) DNA G4 immunostaining in ATRX-depleted cells (left). Quantification of the G4 intensity in the nucleus (right). Each dot represents an individual nucleus, and a total of at least 180 nuclei were analyzed for each transfection group. Three independent experiments showed similar results. Bars, median values. **** *P* < 0.0001, by Mann–Whitney *U* test. (**C**) RT-qPCR showing the relative RNA levels after silencing ATRX in TERRA knockdown (KD) mES cells. Data from three independent experiments. Bars, mean ± SEM. **** *P* < 0.0001, ** *P* < 0.01, * *P* < 0.05, ns (no significance), by Student's *t*-test.

To test if ATRX mediates gene dysregulation caused by the loss of TERRA, we performed double knockdown experiments in mES cells and assessed the expression of DEGs with elevated ATRX occupancy after TERRA depletion. Silencing ATRX compromised the gene repression on *Nfe2l2 and Gm32856*, while small effects were observed on *Shroom4* and *Erdr1* in TERRA deficient cells (Figure 7C). Silencing ATRX did not significantly alter gene activation on *Itpr3* and *Smg7* (Figure 7C). These results indicate that ATRX is in part involved in gene repression, and other factors also likely mediates the gene dysregulation induced by TERRA depletion.

## DISCUSSION

Here, we provide the evidence that TERRA is crucial for the proper localization of ATRX to genomic DNA and regulates G4 structures nearby TSS. TERRA directly binds ATRX and prevents ATRX from binding on repetitive sequences, including rDNA, retrotransposons, and telomeric repeats (Figure 1B–E). TERRA also regulates ATRX occupancy at subtelomeric regions (Figure 1F–H) and the DNA G4 forming sites at TSS that are away from telomeres (Figures 2A, 4E–H). Importantly, TERRA depletion causes the reduction of G4 near the TSS of a subset of genes that are accompanied by alteration of gene expression (Figure 4I). Moreover, ATRX depletion increases G4 formation in mouse ES cells (Figure 7A, B), supporting the function of ATRX in inhibiting DNA G4. These data suggest that TERRA competes with DNA G4 for ATRX binding and maintains DNA G4 structures on chromatin.

We proposed a model (Figure 8) showing how TERRA regulates gene expression *in cis* and *in trans*. We observed a significant enrichment of ATRX and H3K9me3 on subtelomeric genes, and such enrichment leads to the compaction of subtelomeric regions and gene silencing after TERRA depletion. The results are consistent with the previous study showing that TERRA depletion causes significant downregulation of several subtelomeric genes (31). Accordingly, TERRA restrains ATRX from binding to subtelomeric regions, subsequently displacing H3K9me3 enrichment from subtelomeric regions. Our data suggest that TERRA inhibits heterochromatin formation by expelling ATRX from loading to chromatin and preventing H3K9me3 formation at subtelomeric regions, thereby regulating gene expression *in cis* (Figure 8A). Our results in mouse embryonic stem cells seem to contradict the observations showing that TERRA promotes heterochromatin formation in human cancer cell lines. Knockout of human 20q-TERRA decreases the levels of H3K9me3 and H3K27me3 (61) at telomeric repeats in U2OS cells, which lack functional ATRX. TERRA knockdown using siRNAs in HCT116 cells carrying short telomeres also shows the reduction of H3K9me3 (62) at telomeric DNA. The depletion of TRF2 increases TERRA transcripts and H3K9me3 at telomeres in HeLa cells (63). It is possible that the regulation of TERRA on heterochromatin formation at subtelomeric regions may differ in various cell lines due to the different compositions of telomeric binding proteins at telomeres.

**Figure 8.**
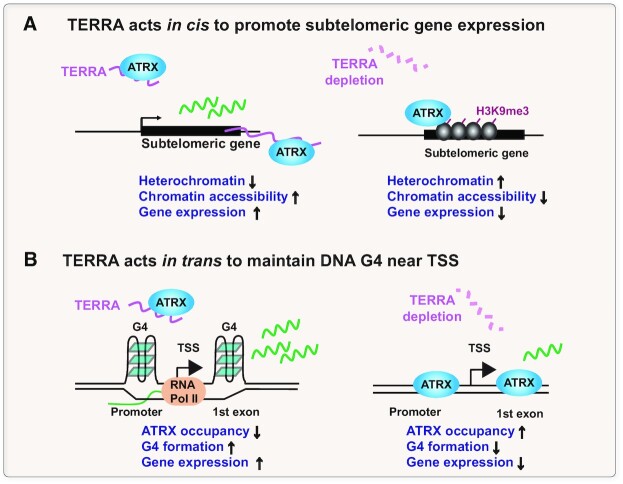
Model of TERRA modulating ATRX occupancy and G4 formation. (**A**) TERRA prevents ATRX from binding to subtelomeric regions. Increased ATRX at subtelomeric genes facilitates H3K9me3-mediated heterochromatin condensation and downregulates the expression of subtelomeric genes after TERRA depletion. (**B**) TERRA sequesters ATRX to promote G4 formation near TSS away from telomeres. TERRA depletion increases ATRX at TSS and leads to G4 DNA unwinding and gene repression.

Strikingly, the occupancy of ATRX is significantly increased at TSS upon TERRA depletion, while G4 enrichment is diminished. Since H3K9me3 occupancy is underrepresented around TSS, it indicates that H3K9me3 is not related to ATRX enrichment at TSS. The association of elevated ATRX occupancy and reduced G4 signals in TERRA deficient mES cells reasons that the recruitment of ATRX at TSS may promote the destruction of G4 at TSS. The mechanisms by which ATRX inhibits G4 formation remain elusive. The *in vitro* biochemistry assay demonstrated that ATRX failed to unwind G4 structures (64). It has been reported that ATRX is able to suppress R-loop formation *in vivo* (65) and *in vitro* (41). The ability to inhibit R-loops by ATRX may destabilize the extrusion of the G-rich single-stranded DNA, therefore suppressing G4 formation. In the absence of TERRA (Figure 8B), ATRX is no longer bound by TERRA, leading to the recruitment of ATRX to TSS. While the reduction of G4 signals at TSS could be found at TERRA target sites (Figure 4H), the majority of G4 reduction was found at non-TERRA target sites, suggesting that TERRA-mediated DNA G4 maintenance does not rely on TERRA binding at the same sites. As TERRA could be diffusible and interact with transcription regulators (31), it seems that TERRA acts *in trans* and sequesters ATRX to regulate G4 formation across the genome (Figure 8B).

The regulation of G4 structures by TERRA could involve other mechanisms. TERRA is capable of invading into double-stranded DNA, forming an R-loop at its target sites and allowing another strand of G-rich DNA to fold into a G4 structure, hence facilitating DNA G4 formation. In agreement with that, the genomic R-loop analysis shows that a subset of TERRA binding sites containing R-loops highly overlapped with G4 structures (Supplementary Figure S3E-S3F). There are also G4 depleted regions where no increased ATRX occupancy is observed upon TERRA depletion (Figure 6E), suggesting that TERRA depletion may interfere with G4 formation in an ATRX-independent manner (Figure 6E). TERRA may likely bind to other G4 regulators such as BLM and RTEL1, which are TERRA interacting proteins identified by TERRA iDRiP (31), and modulate their loading to the genome. The negative correlation between G4 structures and BLM or RTEL1 has been reported previously (64,66,67). The deficiency of BLM or RTEL1 promotes G4 formation *in vivo*, denoting that BLM and RTEL1 inhibit G4 accumulation.

As TERRA is a G-rich nuclear RNA that is found to interact with G4 binding proteins, we hypothesize that TERRA may act as a decoy for G4 regulators and prevent them from loading to genomic DNA, thereby promoting DNA G4 formation. More evidence is required to support this hypothesis. Altogether, our findings provide insights into the mechanism by which TERRA regulates gene expression *in cis* and *in trans*, and show how a G4 RNA might impact genomic G4 formation.

## DATA AVAILABILITY

ATRX ChIP-seq, H3K9me3 ChIP-seq, ATAC-seq, G4 ChIP-seq data after TERRA depletion have been deposited to the NCBI Gene Expression Omnibus (GEO), with accession number GSE194038. The following published sequencing data sets were analyzed in this study: H3K4me3 (68) (GSM4643762), *in vitro* G4-seq (6) (GSM3003547), G4 CUT&Tag (59) (GSM5259790), R-loop CUT&Tag (59) (GSM5259796), BisMapR (69) (GSM4875571), scramble KD (GSM1711930, GSM171933) and TERRA KD RNA-seq (31) (GSM1711931, GSM1711934) and TERRA CHIRT-seq in mESC (31) (GSM1711915).

## Supplementary Material

gkac1114_Supplemental_File Click here for additional data file.

# Supplementary material for: TERRA regulates DNA G-quadruplex formation and ATRX recruitment to chromatin
**Source:** Nucleic Acids Res. 2022 Nov 28;50(21):12217–34. doi: 10.1093/nar/gkac1114
**Supplement:** gkac1114_Supplemental_File

## **SUPPLEMENTARY DATA**

### **TERRA regulates DNA G-quadruplex formation and ATRX recruitment to chromatin**

Ru-Xuan Tsai<sup>1, #</sup>, Kuo-Chen Fang<sup>1, #</sup>, Po-Cheng Yang<sup>1, #</sup>, Yu-Hung Hsieh<sup>1</sup>, I-Tien Chiang<sup>1</sup>, Yunfei Chen<sup>1</sup>, Hun-Goo Lee<sup>2</sup>, Jeannie T Lee<sup>2</sup>, Hsueh-Ping Catherine Chu<sup>1, \*</sup>

#These authors contributed equally

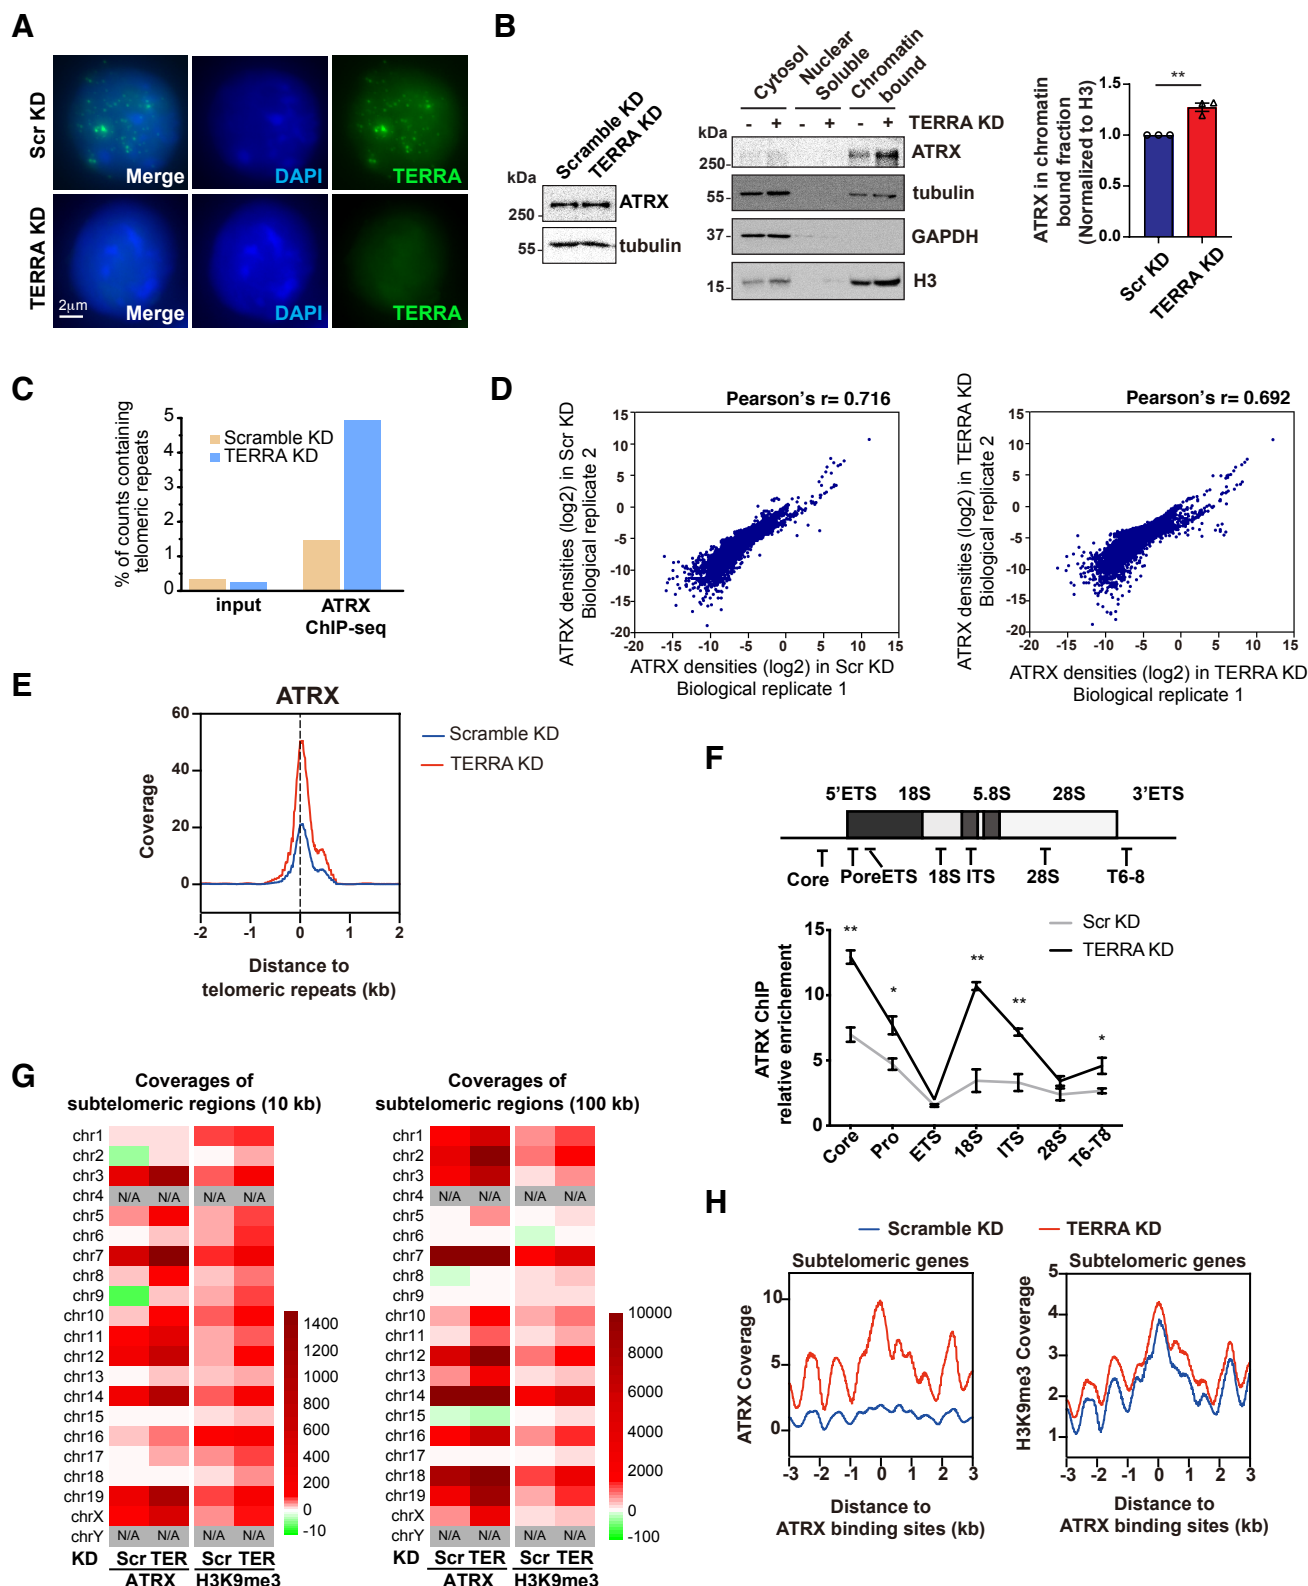

**Supplementary Figure S1. TERRA depletion increases ATRX occupancy at telomeric repeats and rDNA locus.**

(A) Mouse ES cells were transfected with antisense LNA oligos against TERRA or scramble sequences. TERRA levels were analyzed at 12-hour of post-transfection by RNA-FISH. (B) Western blotting to detect ATRX protein after TERRA depletion. Total cell lysates (left). Nuclear and cytosolic fractions (middle). Quantification of ATRX in chromatin bound fraction from three independent experiments (right). (C) Percentage of read counts containing telomeric repeats from ATRX ChIP-seq data. (D) Scatter plots showing the correlation between two biological replicates of ATRX-ChIP-seq. Pearson's  $r$  values shown on the top of the plots. (E) Metagene profiles of ATRX coverages on telomeric repeats. (F) Schematic diagram showing the positions of various PCR fragments across the region of the rDNA locus (top). ATRX-ChIP qPCR for rDNA locus (bottom). P values (\* $<0.05$ , \*\* $<0.01$ ) were determined by Student's  $t$  test. Error bars, SD. (G) Heatmaps showing ATRX and H3K9me3 coverages at subtelomeric regions. The coverage was summed within 10 kb (left) or 100 kb (right) away from telomeric ends, and the coverages of the pure telomeric repeat tracks were excluded. (H) Metagene profiles of ATRX and H3K9me3 on ATRX binding sites within subtelomeric genes. ATRX binding sites were selected from TERRA knockdown cells.

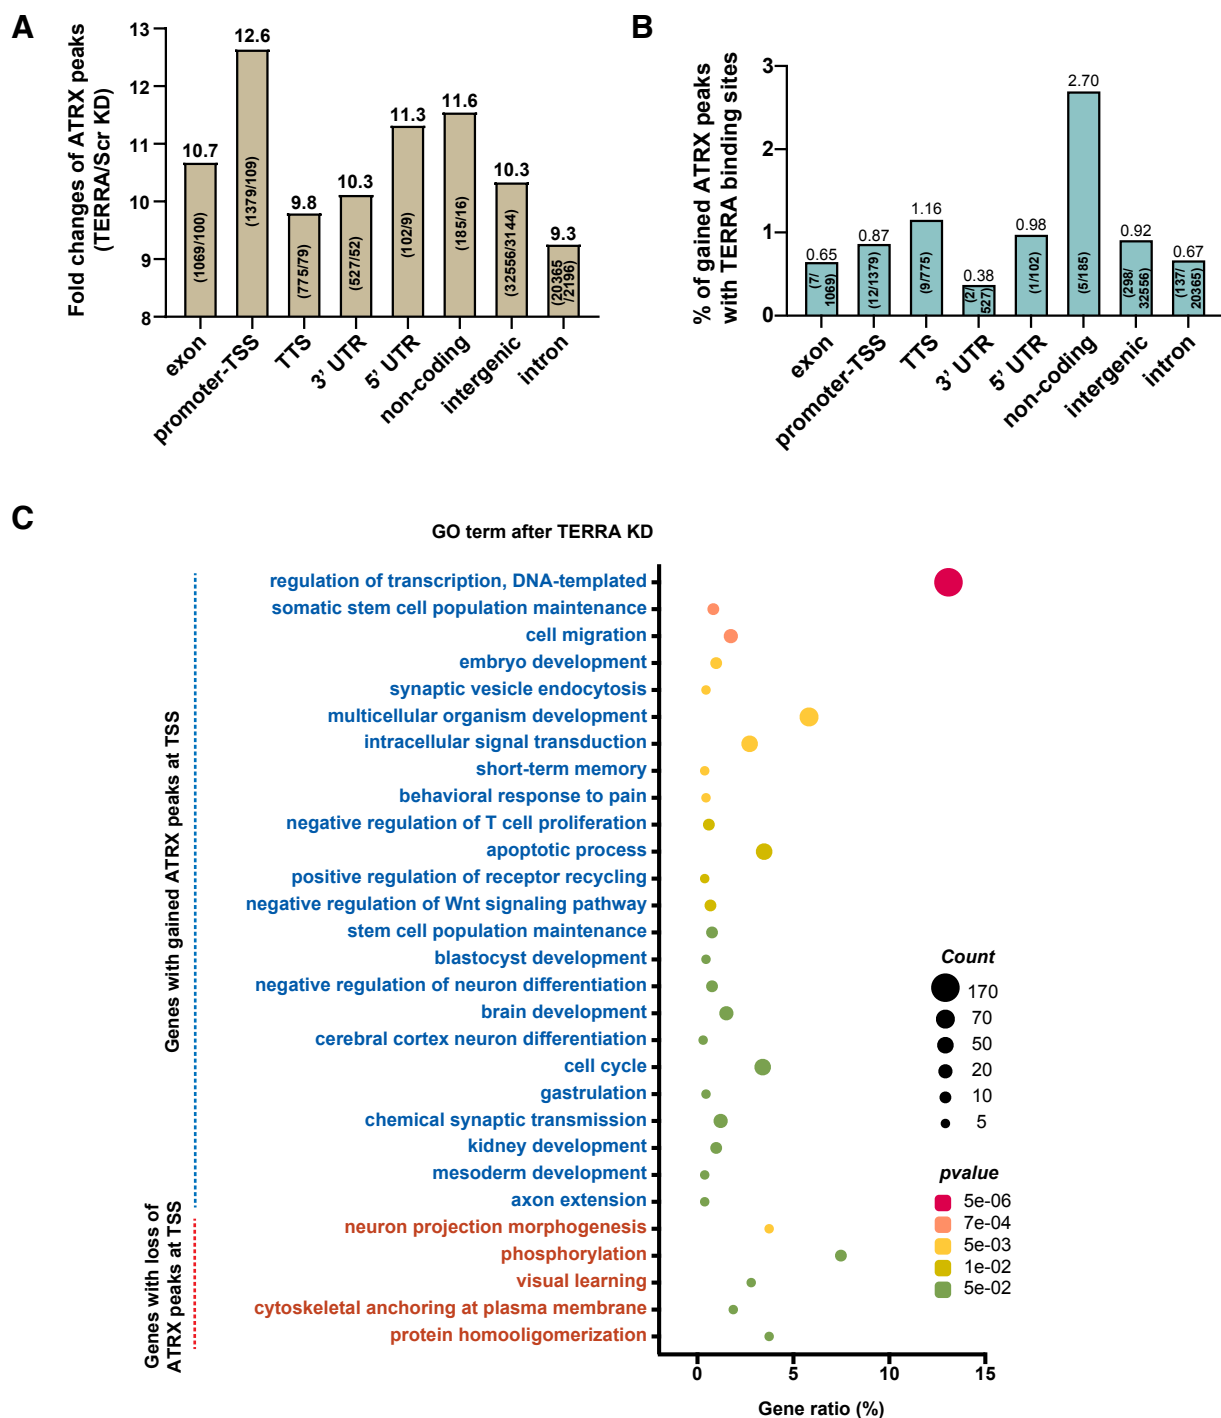

### Supplementary Figure S2. Gene ontology analysis of ATRX ChIP-seq after TERRA depletion.

(A) Fold changes of ATRX peaks in various genomic regions after TERRA depletion. (B) Percentage of gained ATRX peaks containing TERRA binding sites after TERRA depletion. Numbers of gained ATRX peaks containing TERRA binding sites (common peaks of gained ATRX peaks and TERRA ChIP-seq peaks) over gained ATRX peaks in TERRA knockdown cells. (C) Gene ontology (GO) analysis of biological process by DAVID bioinformatics resources for ATRX unique peaks (gained ATRX peaks) in TERRA KD or for ATRX unique peaks (loss of ATRX peaks in TERRA KD) in scramble KD cells. Genes with gained ATRX peaks (blue texts) in TERRA KD are highly enriched with biological processes involved in transcription, stem cell maintenance, brain development, and cell proliferation. Data is selected by Benjamin value less than 0.05. Genes with lost ATRX peaks (red text) in TERRA KD are highly enriched with biological processes involved in neuron morphogenesis and phosphorylation.

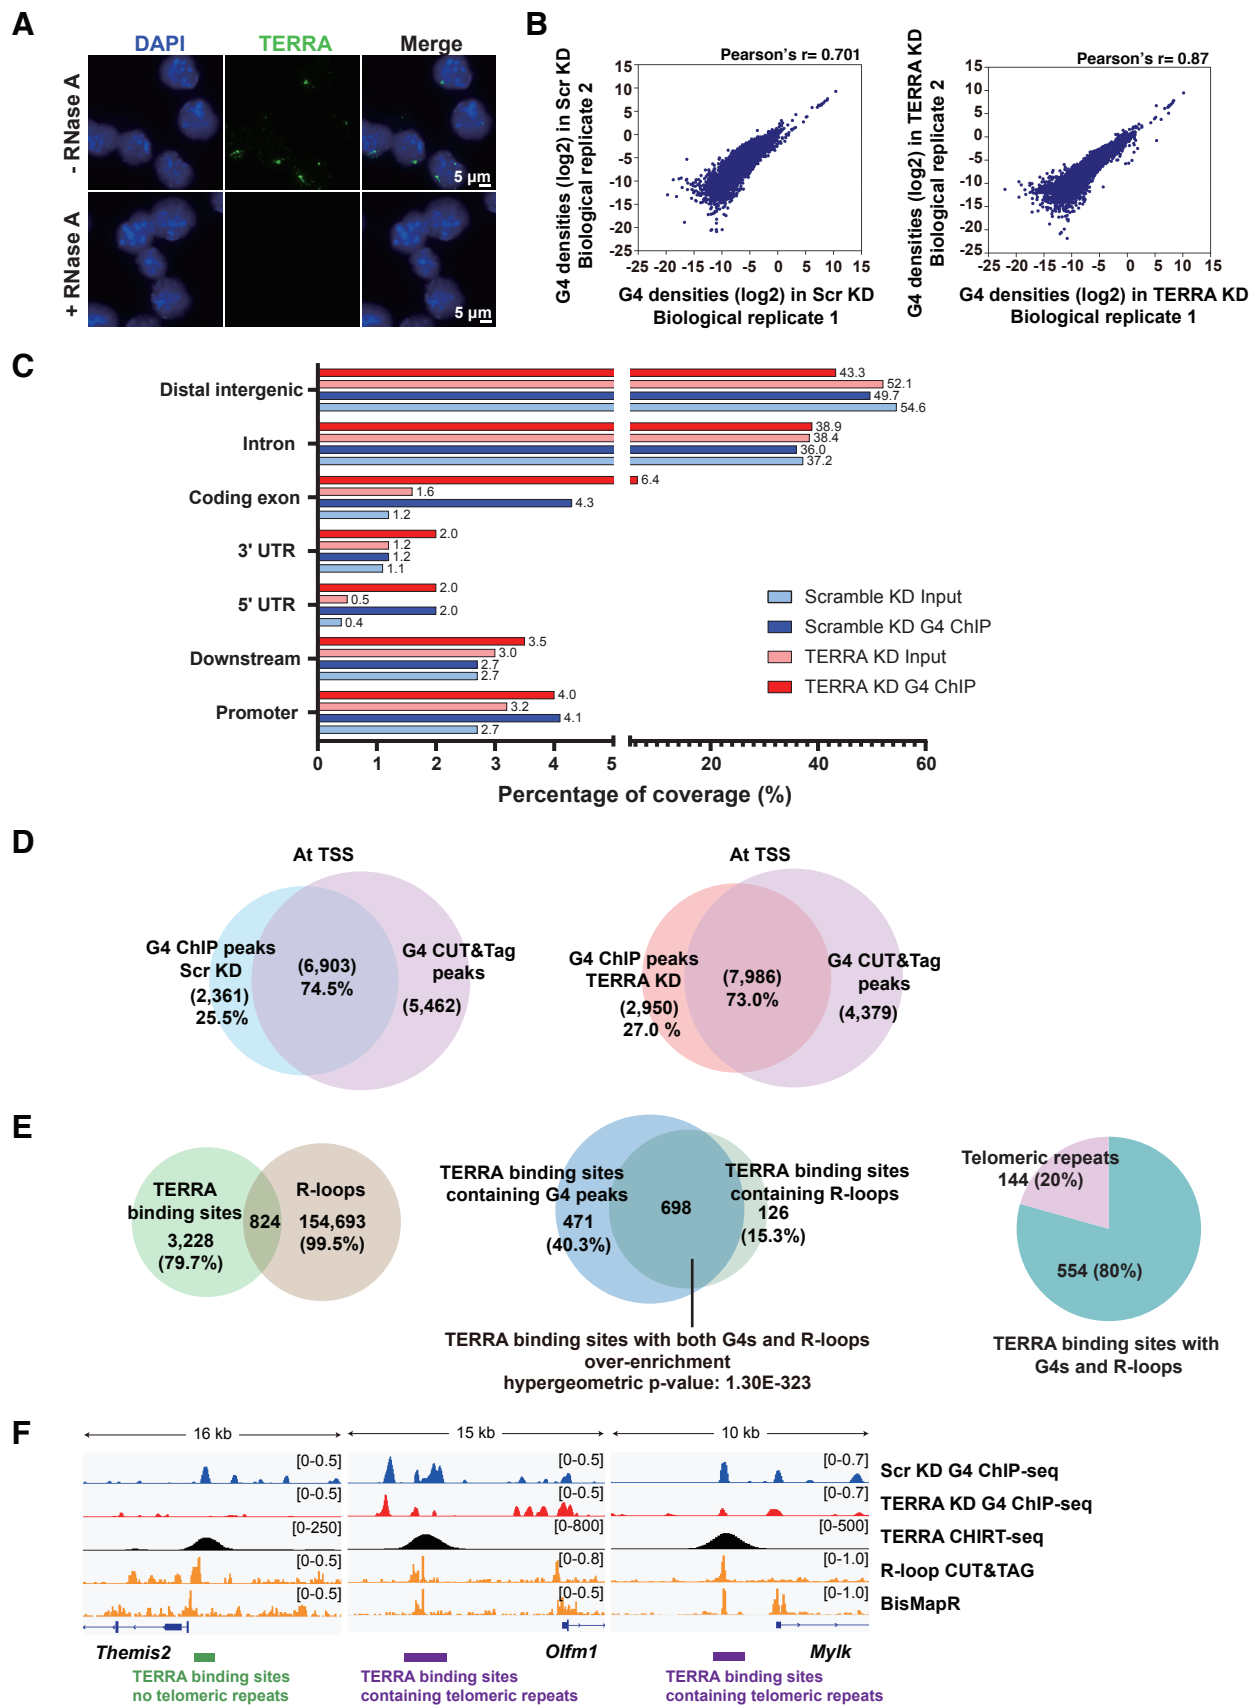

**Supplementary Figure S3. G4 ChIP-seq profiling in mouse ES cells.**

(A) RNA-FISH to detect TERRA RNA in mouse ES cells. RNase A treatment eliminated all TERRA RNA signals. (B) Scatter plots showing the correlation of G4 coverages between two biological replicates. (C) Relative enriched regions of G4 ChIP-seq analyzed by cis-regulatory element annotation system (CEAS). (D) Number of overlapping peaks between G4 ChIP-seq and G4 CUT&Tag peaks at TSS in mES cells. (E) Number of overlapping peaks between TERRA ChIRT-seq and S9.6 CUT&Tag peaks in mES cells (left). Number of TERRA binding sites containing G4s and R-loops (center). Number of TERRA binding sites containing G4s and R-loops with telomeric repeat sequence (right). (F) Genomic browser views of G4 abundance at the TERRA binding sites containing G4s and R-loops. R-loop profiles obtained from S9.6 CUT&Tag and BisMapR.

**A**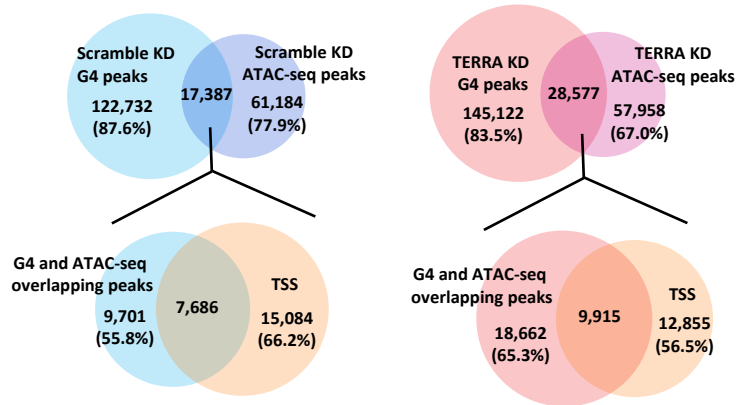**B**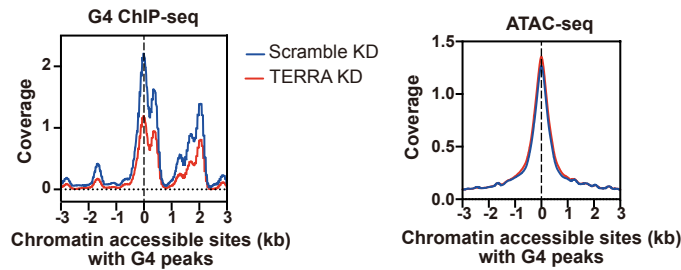**C**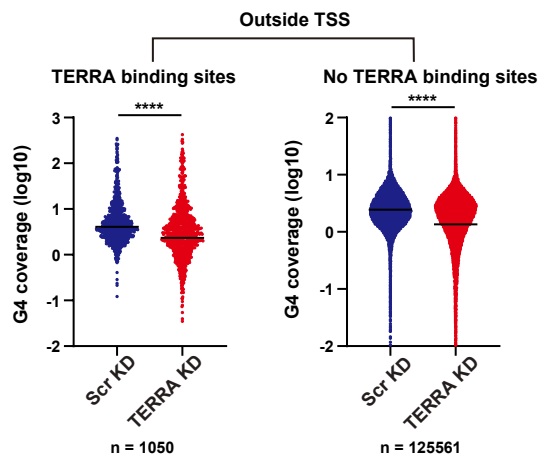**Supplementary Figure S4. Overlapping peaks between G4 ChIP-seq and ATAC-seq.**

(A) Numbers of overlapping peaks between G4 ChIP-seq and ATAC-seq peaks in mES cells. Overlapping peaks are often located at TSS. (B) Metaplots of G4 ChIP-seq coverage at G4 containing open chromatin sites (left panel), which were defined by common peaks of ATAC-seq and G4 ChIP-seq. TERRA depletion decreases G4 coverage at G4 containing open chromatin sites. Metaplots of ATAC-seq coverage (right panel) at G4-containing open chromatin sites. (C) Dot plots showing G4 coverage outside of TSS (3kb) containing TERRA binding sites or no TERRA binding sites. Bars, mean. \*\*\*\*  $P < 0.0001$ , Wilcoxon paired signed-rank test.

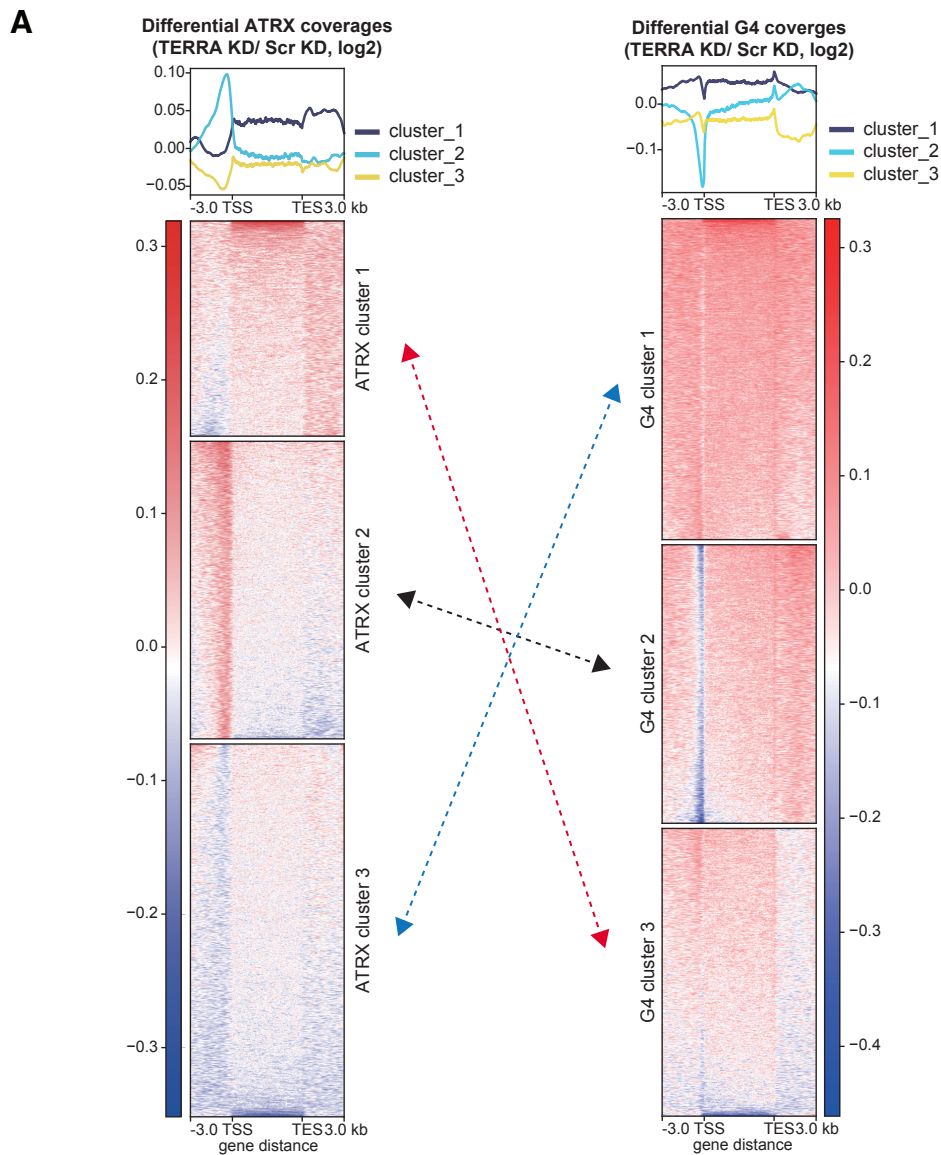

**B**

|                         | ATRX cluster 1<br>(5,483) | ATRX cluster 2<br>(7,586) | ATRX cluster 3<br>(9,505) | Enrichment<br><i>p</i> value |
|-------------------------|---------------------------|---------------------------|---------------------------|------------------------------|
| G4 cluster 1<br>(8,173) | 1,375                     | 2,497                     | 4,300                     | over<br>1.04e-128            |
| G4 cluster 2<br>(7,093) | 1,778                     | 2,605                     | 2,691                     | over<br>7.79e-73             |
| G4 cluster 3<br>(7,328) | 2,330                     | 2,484                     | 2,514                     | over<br>7.70e-12             |
|                         |                           |                           |                           | over<br>3.02e-2              |
|                         |                           |                           |                           | n.s.                         |
|                         |                           |                           |                           | n.s.                         |
|                         |                           |                           |                           | under<br>2.00e-13            |
|                         |                           |                           |                           | under<br>8.25e-18            |
|                         |                           |                           |                           | under<br>3.54e-61            |
|                         |                           |                           |                           | under<br>1.53e-89            |

**C**

|                                       | TERRA KD<br>upregulated<br>genes (484) | TERRA KD<br>downregulated<br>genes (846) | Enrichment<br><i>p</i> value |
|---------------------------------------|----------------------------------------|------------------------------------------|------------------------------|
| ATRX cluster1 & G4 cluster3<br>(2330) | 50                                     | 83                                       | over<br>5.23e-3              |
| ATRX cluster2 & G4 cluster2<br>(2605) | 74                                     | 122                                      | over<br>6.91e-3              |
| ATRX cluster3 & G4 cluster1<br>(4300) | 66                                     | 102                                      | over<br>n.s.                 |
|                                       |                                        |                                          | n.s.                         |
|                                       |                                        |                                          | under<br>9.20e-4             |
|                                       |                                        |                                          | under<br>1.80e-8             |

**Supplementary Figure S5. Increased ATRX density at TSS is coupled with reduced G4 signals after TERRA depletion.**

(A) Clustered heatmaps of differential ATRX coverage (TERRA vs Scr ATRX density, log2) and differential G4 coverages. Arrows with dash lines indicate a significant over-enrichment between two clusters. (B) Numbers of overlapping genes of differential ATRX clusters and differential G4 clusters are shown in the table. P values of over or under enrichments, hypergeometric distribution. (C) Numbers of overlapping genes of ATRX & G4 clusters and DEGs in TERRA knockdown. P values, hypergeometric distribution.

How the deposited data were processed for this re-analysis (not part of the article)

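ATRX, H3K9me3, G4 and chromatin accessibility were measured in mouse ES cells 12 h after delivery of scramble or TERRA LNA gapmers, each with 2 replicates per condition. The authors trimmed the reads, aligned them to GRCm38/mm10, removed duplicates and called peaks in each library at a p of 0.01. ATRX and H3K9me3 peaks were called with MACS version 1.4.3 and G4 peaks with version 1.4.2, each against input, and ATAC peaks with MACS version 2.2.7.1 without input. The 16 peak lists deposited by the authors were the starting point, so all conclusions are retraced from called peaks, and read coverage, on which the profiles and heat maps of the paper rest, was not used here.

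For ATRX, H3K9me3 and G4, the deposited lists give for each peak the count of tags inside it, not scaled to depth. They also give a score, which the authors' software computes from the p of the peak against the local background. The deposited fold enrichment is the ratio of the tags to that background. A false discovery rate in percent is given in the deposited lists, from peaks called with ChIP and input exchanged. The share of peaks at a rate of at most 5% ran from 0% to 100.0% between the lists, so this column was not used as a filter. For ATAC, the deposited lists give the pileup signal at the summit, a fold enrichment over the background of the same library and the -log10 of the p. None of these values is scaled between libraries, so no tag count or signal was compared between lists, and peaks were ranked within their own list. The exception is the alternative with a -log10 p of at least 5, which applies the same cutoff to all lists. The p behind it is not scaled either, so the number of peaks that pass can depend on depth.

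The depth per library, after removal of duplicates, was 4104486 to 15506154 tags for ATRX, 5435286 to 13898785 for H3K9me3, 2961038 to 24588605 for G4 and 5976014 to 7883648 for ATAC. Between the conditions of a replicate number, the log2 ratio of TERRA KD to scramble KD tags was −0.69 and −0.06 for ATRX, 0.20 and −0.13 for H3K9me3, 0.96 and −0.91 for G4, and 0.15 and 0.07 for ATAC. Peak numbers depend on the depth of the ChIP and input libraries, and in 5 of the 8 pairs of libraries the tags and the peaks moved the same way. A site without a peak is a site where the enrichment was not detectable at the depth of that library.

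Samples were grouped by the condition and the replicate number in their public labels, and TERRA KD was compared with scramble KD of the same replicate number. With 2 samples per condition, the mean difference was tested with a two-sided exact permutation test over the 4 samples, whose smallest p is 0.333, so no comparison of conditions could pass a threshold of 0.05. The pairing comes from the replicate numbers in the public labels. As a check of it, the deviation of each library from the mean of its condition, over stretches of 1000000 bp, was correlated between libraries of the same number, which gave an r of 0.02 for ATRX, 0.29 for H3K9me3, 0.52 for G4 and 0.14 for ATAC. With the replicate block, the paired differences for ATRX peak numbers had a mean log2 ratio of 1.58, the same value as without it, and an exact sign-flip test on 2 pairs, whose smallest p is 0.5.

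Overlaps counted peaks sharing at least 1 bp. They were compared with 1000 random placements of each list within the sequenced part of its chromosomes, one-sided, with a smallest p of 0.001. Differences between peaks of 1 list were tested within each replicate with Fisher's exact test, two-sided, with p values floored at 1e-300. TSS were the most upstream starts of the curated RefSeq transcripts of 26182 genes, 21000 of them coding for proteins, from 45756 transcripts. Promoter-TSS regions ran from 1000 bp upstream to 100 bp downstream of a transcript start, and a peak was assigned to a feature by its centre. Telomeric tracts held at least 4 TTAGGG copies in a row. The G4 motif allowed loops of up to 7 bases.

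Genes are named in the text when the paper names them for these assays. A rule added at most 10 genes with an ATRX peak within 1 kb of the TSS in both TERRA KD replicates and in neither scramble KD replicate and a G4 peak there in both scramble KD replicates and in neither TERRA KD replicate, ordered by the worse rank of the ATRX peak over both replicates. Some genes that meet these criteria are not reported here.

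The samples, the results to report, this rule and most alternative settings were chosen before the data were examined. The alternatives kept only peaks with a -log10 p of at least 5, left out each replicate, used the replicate block, kept autosomes and X only, asked for an overlap of at least 50% of the peak, shifted peaks by up to 1000000 bp in place of random placement, took the same number of top-ranked peaks in both conditions, and changed the TSS window, the set of genes, the subtelomeric stretch, the number of telomeric copies and the loop length. The alternatives for G4 peaks at all TERRA KD ATRX peaks, TSS with overlapping G4 and ATAC peaks, and G4 peaks kept near TSS or in the first exon and intron were chosen after seeing the data.

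The analysis used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, Numba 0.67.0 and Matplotlib 3.10.9. The counting was tested on simulated data with 5000 peaks per list, in which all 200 planted TSS and all 400 planted overlaps were recovered. Random placement gave a p of 0.975 where nothing was planted and 0.001 where overlaps were planted. Overlap counts were checked against bedtools version 2.31.1 and were equal for 8 of 8 pairs of lists, and the G4 motif search was checked against a pattern search on 2000 sequences with 2000 equal answers.

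RNA-seq, the sites bound by TERRA, R-loops and published tracks of other studies were not analysed here, nor were input libraries beyond their tag totals. The chromosome 18 transcript has no entry in the annotation used here and was left out.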

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

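The tests of chromosome Y were set down before their results were seen. Peaks were listed on chromosome Y, which the paper does not discuss, although the paper states that the cells are XX. The fewest Y peaks in a list were 48 for ATRX, 117 for H3K9me3, 61 for G4 and 135 for ATAC. There are no samples without ATRX, G4 or the other targets to set these numbers against, and what drew attention is that any number above 0 stands in data that the paper does not analyse.

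Reads from male cells were tested as an explanation with 4 genes specific to Y, Ddx3y, Eif2s3y, Kdm5d and Uty. The number of these genes with an ATAC peak within 1 kb of the TSS in any list was 0, which speaks against male cells as the origin. Reads shared with sequence on other chromosomes were tested by the percent of 31-base words inside the Y peaks that also occur elsewhere in the genome. The lowest value over the 4 lists was 84.2% for H3K9me3, 78.7% for G4 and 84.3% for ATAC, each with a random-placement p of 0.001, the smallest possible, against 60.6% to 60.8% for random places on Y. Shared sequence is therefore a candidate explanation for these 3 assays. For ATRX the lists were divided. In scramble KD the values were 43.0% and 57.8%, not above random places (one-sided random-placement p 0.996 and 0.696), which goes against shared sequence for these lists. In TERRA KD they were 72.0% and 68.3%, above random places (p 0.001 and 0.03 in the same test). Over the 4 ATRX lists together, shared sequence can be neither accepted nor ruled out. Differences between the strains of the cells and the reference were not tested. Leaving out Y lowered the number of ATRX peaks within 100 kb of the distal ends in all 4 lists, so some Y peaks lie at its distal end. Whether that end shares its sequence with X was not tested separately. The design gives no condition that would put Y sequence into the cells, and no biological explanation was tested.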

How the results depend on the processing

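Over 25 results, 164 alternatives were computed, of which 134 kept the direction and the side of the threshold, 2 became weaker, 1 became stronger and 27 reversed. Of the 94 that kept both replicates and used no block, 78 kept both. These counts include alternatives that could not change the value. For ATRX peaks on G4 peaks and G4 peaks on ATAC peaks, random shifts moved only the random share. For comparisons of conditions the side of the threshold carries no information, since 2 samples against 2 cannot pass it, and only the direction was free to change.

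With only peaks of -log10 p at least 5, H3K9me3 peak number reversed to a log2 ratio of 0.46, G4 peaks on ATAC peaks to −1.59 percentage points, the enrichment of G4 peaks with a motif to a log2 difference of −0.00387, G4 peaks kept at open chromatin to −8.07 points, G4 peaks kept near TSS to −6.16 points, and the log2 odds ratio of gained ATRX and lost G4 at TSS to −1.61. G4 peaks kept in the first exon and intron passed the threshold in both replicates in the same direction, at −7.12 points. The alternatives for the kept peaks near TSS and in the first exon and intron were chosen after seeing the data. With an overlap of at least 50% of the peak, G4 peaks on ATAC peaks reversed to −0.173 points and those kept at open chromatin to −1.22 points. With the same number of top-ranked peaks, these values were −1.88 and −1.03 points, and the log2 ratio of subtelomeric ATRX peaks was 0.57. On autosomes and X alone, that ratio was 0.0486. Subtelomeric H3K9me3 peaks reversed to a log2 ratio of 0.10 in the last 10 kb and 0.0596 in the last 1 Mb, and gained ATRX and lost G4 to −0.24 with TSS windows of 3 kb. The cause was not tested for any of these.

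With a replicate left out, the direction changed for G4 peak number (log2 ratio from −0.79 to 0.31), TSS with a G4 peak (from −42.0 to 7.33 points), G4 peaks on ATAC peaks (from −3.61 to 3.65), G4 peaks at TERRA KD ATRX peaks near TSS (from −50.8 to 11.3) and at all such peaks (from −25.1 to 6.98), and TSS with overlapping G4 and ATAC peaks (from −36.4 to 6.52). It also changed for G4 peaks kept at open chromatin (from −14.6 to 22.5 points), near TSS (from −14.5 to 20.1) and in the first exon and intron (from −9.01 to 1.88). The log2 values ran from −0.0728 to 0.20 for the G4 motif, from −0.42 to 0.13 for subtelomeric H3K9me3 peaks and from −0.00822 to 0.12 for gained ATRX and lost G4. The length of the lists was examined as a cause for some of these. With the same number of top-ranked peaks, TSS with a G4 peak gave −1.24 and −23.3 points in replicates 1 and 2. Gained ATRX and lost G4 gave log2 odds ratios of 0.25 and 0.30, no longer opposed. The replicates stayed opposed for G4 peaks on ATAC peaks (2.74 and −6.49 points), G4 peaks kept at open chromatin (17.1 and −19.2 points) and subtelomeric H3K9me3 peaks (log2 ratios of −0.42 and 0.14). Beyond this the cause was not tested.

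With the replicate block, the shared ATRX and G4 peaks had the same means as without it, 11.0% and 53.6%, but an exact sign-flip test on 2 pairs cannot go below 0.5 and so cannot pass. The pairing check gave an r of 0.02 for ATRX and 0.52 for G4. The results at chromosome ends rest on few peaks, with 2 to 24 ATRX peaks per list in the last 10 kb.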

Differences from the paper's values

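The mean ratio of TERRA KD to scramble KD ATRX peaks at promoter-TSS was 7.54, against the paper's 12. None of the alternatives set before the data were examined closed the gap: the ratio was 7.07 with peaks of -log10 p at least 5, 7.32 without replicate 1, 7.76 without replicate 2, 7.54 with the replicate block against 7.54 without it (pairing check r 0.02), 7.61 on autosomes and X alone and 7.32 with genes that code for proteins only.

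The mean ratio of ATRX peaks that overlap scramble KD G4 peaks was 5.83, against more than 9 in the paper. All alternatives lay under the paper's value. Values were taken to differ when they were apart by more than the SD between replicates and by more than a fixed ratio. By that measure, 3 of the alternatives set before the data were examined did not differ: 8.23 with peaks of -log10 p at least 5, 7.36 without replicate 2 and 6.45 with an overlap of at least 50% of the peak. The others did: 4.29 without replicate 1, 5.83 with random shifts and 5.83 with the replicate block, 5.92 on autosomes and X alone, and 2.68 with the same number of top-ranked peaks. The pairing check gave an r of 0.02 for ATRX and 0.52 for G4.

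The mean number of ATRX peaks in TERRA KD was 31551, against the paper's about 58000 in Fig. 1C, read by eye. Without replicate 2 the number was 41384, lower than the paper's but not different by the same measure. It was 1839 with peaks of -log10 p at least 5, 21718 without replicate 1, 31551 with the replicate block (pairing check r 0.02) and 31356.5 on autosomes and X alone, which differ by it. For scramble KD, the same figure was read as about 7000, close to replicate 1 (7321) and lower than replicate 2 (13652). Whether the figure rests on the lists used here cannot be told from these values.

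The paper gives promoter-TSS as the feature with the largest rise in ATRX peaks. Here 5′ UTR had the higher ratio in both replicates, 8.09 and 17.7, from few peaks, and promoter-TSS ranked 2 in both.

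The statements of the paper taken up from here on rest on read coverage, while the values set beside them are numbers and shares of listed peaks. The paper gives G4 as reduced at TSS upon TERRA depletion. The share of TSS with a G4 peak rose by 7.33 percentage points in replicate 1 and changed by −42.0 in replicate 2, and with the same number of top-ranked peaks it fell in both, by −1.24 and −23.3. The replicates stayed opposed with peaks of -log10 p at least 5, 3.80 and −32.2, and with TSS windows of 3 kb, 8.26 and −33.6. They also did so with protein-coding genes only, 6.95 and −44.7. The TSS with a G4 peak in both replicates fell from 9084 to 3885, but replicate 2, with 5791 such TSS in TERRA KD, limits this count. It adds no evidence from replicate 1, where the TSS with a G4 peak rose from 10785 to 12705. The enrichment of G4 peaks at promoter-TSS over random placement was lower in TERRA KD in both replicates, by log2 differences of −0.28 and −0.76. At TERRA KD ATRX peaks near TSS, the share with a G4 peak rose by 11.3 points in replicate 1 and changed by −50.8 in replicate 2.

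The paper gives lower G4 coverage in open chromatin, near TSS and in the first exon and intron, with less change over the rest of gene bodies and a reduction away from TSS as well. In replicate 1, listed G4 peaks in the former places were kept more often than other peaks, by 22.5, 20.1 and 1.88 points, and in replicate 2 less often, by −14.6, −14.5 and −9.01. With peaks of -log10 p at least 5 they were kept less often in both replicates, by −6.36 and −9.78 at open chromatin. There the replicates stayed opposed with the same number of top-ranked peaks, 17.1 and −19.2, and with an overlap of at least 50% of the peak, 22.0 and −24.4. The corresponding values near TSS, −6.91 and −5.41, and in the first exon and intron, −8.69 and −5.55, come from alternatives chosen after seeing the values.

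The paper gives genes with more ATRX at the TSS as often those with less G4. The log2 odds ratio of losing the G4 peak where ATRX was gained was −0.01 in replicate 1 and 0.12 in replicate 2. It was positive in both with the same number of top-ranked peaks, 0.25 and 0.30. It was negative in both with TSS windows of 3 kb, −0.25 and −0.24, and with peaks of -log10 p at least 5, −1.43 and −1.78.

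The paper gives more ATRX and H3K9me3 in subtelomeric regions upon TERRA depletion. The number of ATRX peaks within 100 kb of the ends rose, from 40 to 189 in replicate 1 and from 46 to 57 in replicate 2, but on autosomes and X alone it went from 16 to 160 and from 31 to 30. As a share of the list, ATRX peaks had log2 ratios of −0.26 and −0.36, and H3K9me3 peaks −0.42 and 0.13. The mean for ATRX was −1.47 with peaks of -log10 p at least 5, −0.95 in the last 10 kb and −0.35 in the last 1 Mb. It was positive with the same number of top-ranked peaks, 0.57, and on autosomes and X alone, 0.05, and for H3K9me3 in the last 10 kb, 0.10, and in the last 1 Mb, 0.06.

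The paper gives ATRX as gained at the TSS of Flcn, Shroom4, Nfe2l2 and Itpr3. At these TSS, 0 ATRX peaks were listed within 1 kb in any list. The paper gives lower chromatin accessibility over Mid1 and Gm32856. Over Mid1, ATAC peaks numbered 11 and 12 in scramble KD and 12 and 14 in TERRA KD, and over Gm32856 they numbered 2 in each list. A lower signal within a listed peak would leave these numbers unchanged, so they do not contradict the paper.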

Other observations

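The tests of library depth and of the input libraries were chosen only after the results were seen, and the test of open chromatin before.

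The TSS with a G4 peak rose in TERRA KD in replicate 1 and fell in replicate 2, and so did the depth of the TERRA KD library relative to scramble KD. With the same number of top-ranked peaks, the difference in replicate 1 was −1.24 percentage points, so that a longer list from a deeper TERRA KD library is a candidate explanation for the rise. In replicate 2 the difference stayed at −23.3 points, so a shorter list does not account for all of the fall. Reads were not brought to the same depth, and depth is therefore not excluded as part of the fall in replicate 2. In TERRA KD replicate 2, the deposited false discovery rate was at most 5% for 0% of the G4 peaks. In scramble KD replicate 2 it was so for 99.90% of the peaks. The quality of the G4 ChIP was not tested, so a weaker ChIP in that TERRA KD library is not excluded either. Another input library was tested as well: in 2 of 2 conditions, the input had the same number of tags in both replicates, so the difference between the replicates cannot come from a difference of inputs between them. The enrichment of G4 peaks at promoter-TSS was lower in TERRA KD in both replicates, by log2 differences of −0.28 and −0.76, and by −0.57 and −0.90 with peaks of -log10 p at least 5. Fewer G4 peaks at TSS after TERRA depletion, the biological explanation that the design gives, remains a hypothesis. The log2 ratio of TERRA KD to scramble KD tags was 0.96 in replicate 1 and −0.91 in replicate 2, so an effect of depth in a single direction does not give a fall in both. The promoter-TSS enrichments differed more between replicates than between conditions (exact permutation p 0.667, two-sided). With the replicate block, the exact sign-flip test on 2 pairs gave a p of 0.5, its smallest. Neither test can pass the threshold at this number of samples.

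ATRX peak numbers rose in both replicates. A deeper TERRA KD library was tested with the smaller of ChIP and input tags, since the deposited lists state that the larger data set was scaled towards the smaller: the log2 ratio was 0.00339 in replicate 1 and −0.0597 in replicate 2, while that of the peaks was 2.50 and 0.67. Depth in this sense does not account for the rise. In replicate 2 the input, the larger library there, went from 19735093 to 28622103 tags, and an effect of a deeper input was not tested.

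The rise in TSS with an ATRX peak was set against H3K9me3, which shares the input libraries. The TSS with an H3K9me3 peak had log2 ratios of 0.0475 and 0.0793 in replicates 1 and 2, with 597 and 513 TSS in scramble KD and 617 and 542 in TERRA KD, while those with an ATRX peak had 2.94 and 3.03. The inputs did not add H3K9me3 peaks at TSS to that extent, but H3K9me3 is rare at ATRX peaks near TSS, so this is a weak test and an effect of the inputs on ATRX peaks at TSS is not ruled out. The quality of the ATRX ChIP was not tested. The deposited false discovery rate was at most 5% for 0% of the ATRX peaks in both scramble KD lists. In TERRA KD it was so for 5.00% of the peaks in replicate 1 and 99.9% in replicate 2. A biological cause of the rise is therefore not singled out.

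The rise in the share of ATRX peaks on scramble KD G4 peaks was tested among ATRX peaks off ATAC peaks. It went from 468 of 6548 (7.15%) to 3270 of 34368 (9.51%) in replicate 1 and from 2362 of 13047 (18.1%) to 8438 of 17825 (47.3%) in replicate 2, log2 ratios of 0.41 and 1.39. Open chromatin at both kinds of peak does not account for the rise. The rise itself was not present in replicate 1 with peaks of -log10 p at least 5, where the share over all ATRX peaks fell from 29.2% to 11.6%.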
